# Growth Arrest Specific 2 Is Up-Regulated in Chronic Myeloid Leukemia Cells and Required for Their Growth

**DOI:** 10.1371/journal.pone.0086195

**Published:** 2014-01-21

**Authors:** Haixia Zhou, Yue Ge, Lili Sun, Wenjuan Ma, Jie Wu, Xiuyan Zhang, Xiaohui Hu, Connie J. Eaves, Depei Wu, Yun Zhao

## Abstract

Although the generation of BCR-ABL is the molecular hallmark of chronic myeloid leukemia (CML), the comprehensive molecular mechanisms of the disease remain unclear yet. Growth arrest specific 2 (GAS2) regulates multiple cellular functions including cell cycle, apoptosis and calpain activities. In the present study, we found GAS2 was up-regulated in CML cells including CD34^+^ progenitor cells compared to their normal counterparts. We utilized RNAi and the expression of dominant negative form of GAS2 (GAS2DN) to target GAS2, which resulted in calpain activity enhancement and growth inhibition of both K562 and MEG-01 cells. Targeting GAS2 also sensitized K562 cells to Imatinib mesylate (IM). GAS2DN suppressed the tumorigenic ability of MEG-01 cells and impaired the tumour growth as well. Moreover, the CD34^+^ cells from CML patients and healthy donors were transduced with control and GAS2DN lentiviral vectors, and the CD34^+^ transduced (YFP^+^) progeny cells (CD34^+^YFP^+^) were plated for colony-forming cell (CFC) assay. The results showed that GAS2DN inhibited the CFC production of CML cells by 57±3% (n = 3), while affected those of normal hematopoietic cells by 31±1% (n = 2). Next, we found the inhibition of CML cells by GAS2DN was dependent on calpain activity but not the degradation of beta-catenin. Lastly, we generated microarray data to identify the differentially expressed genes upon GAS2DN and validated that the expression of *HNRPDL*, *PTK7* and *UCHL5* was suppressed by GAS2DN. These 3 genes were up-regulated in CML cells compared to normal control cells and the growth of K562 cells was inhibited upon HNRPDL silence. Taken together, we have demonstrated that GAS2 is up-regulated in CML cells and the inhibition of GAS2 impairs the growth of CML cells, which indicates GAS2 is a novel regulator of CML cells and a potential therapeutic target of this disease.

## Introduction

Chronic myeloid leukemia (CML) is characterized by the formation of Philadelphia chromosome and the generation of *BCR-ABL* fusion gene to encode the oncoprotein with deregulated tyrosine kinase activity. Targeting CML cells with tyrosine kinase inhibitor (TKI) against BCR-ABL can effectively treat the patients in chronic phase, however the single agent does not cure the disease yet [1], 2. Therefore it is still urgent to obtain comprehensive molecular insights of CML cells and identify novel therapeutic targets in current research of CML.

Growth arrest specific 2 (GAS2) was first identified by Schneider C. *et al*. [3], which has been reported to possess multiple functions including the regulation of cell morphology, cell cycle, apoptosis and protease activity [4]–[12]. GAS2 is inactivated in tumour cells with the increased H3K27 trimethylation and the overexpression of GAS2 in MCF7 cells promotes p53 dependent apoptosis induced by etoposide, which suggests its tumour suppressor function [9]. GAS2 also protects cells from malignant transformation by promoting p53 dependent cellular senescence via inhibiting the activity of calpain to stabilize p53 [10]. On the contrary, the dominant negative form of GAS2 (GAS2DN) has the ability to release the inhibitory effect of both GAS2 and Calpastatin on calpain [12], and it inhibits the *in vitro* growth of HCT116 cells (colorectal cancer) by activating calpain to degrade beta-catenin [13]. Recently Huang W. *et al*. have reported that both RNAi against GAS2 and GAS2DN suppress the growth of BCR-ABL^+^ U937 cells and BCR-ABL^+^ murine myeloid progenitor cells through the GAS2/calpain/beta-catenin axis [14]. Thus GAS2 has dual function in human cancers depending on what substrate calpain degrades.

As a matter of fact, the deregulation of GAS2 has been reported in CML. Janssen JJ. *et al.* first demonstrated that *GAS2* was up-regulated when the disease progressed from chronic phase (CP) at diagnosis to blast crisis (BC) [15]. Radich JP. *et al*. found that *GAS2* was one of the most differentially expressed transcripts when comparing CD34^+^ cells from patients in CP to those in BC [16]. Moreover, Diaz-Blanco E. *et al*. suggested the expression of *GAS2* was higher in CD34^+^ cells from CML patients in CP compared to that from normal bone marrow (NBM) using microarray. However, the report did not provide the validation data [17].

In the present study, we compared the expression of GAS2 in chronic phase CML patients to that in healthy donors; we also addressed whether and how the deregulated GAS2 contributed to the growth of CML cells. These data have revealed a novel function of GAS2 in CML cells, and suggested GAS2 is a novel therapeutic target of this disease.

## Materials and Methods

### Cells and Culture Media

K562, MEG-01 and SW620 cells were purchased from the cell bank of Chinese Academy (www.cellbank.org.cn), which were maintained with RPMI1640 plus 10% FBS. The primary CML or normal adult bone marrow samples were collected with informed consent forms in the Department of Hematology, the First Affiliated Hospital, Soochow University. The clinical characteristics of these patients were summarized in Table S1 in File S1. After gradient centrifuge with Lympholyte®-H cell separation media (Cedarlane Laboratories, Burlington, NC, USA), the nucleated cells were yielded and then purified with human CD34 EasySep™ kit (Stem Cell Technologies, Vancouver, BC, Canada) following the instruction of the manufacturer.

### Ethics Statement

The samples of patients and healthy donors were collected with written informed consent, and the Ethical Committee of Soochow University approved the study as well as contents of the written consent.

All animal work was approved by the Animal Experimental Committee of Soochow University and performed in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals.

### RNA Extraction and Q-RT-PCR

RNAprep Pure Micro kit (Tiangen, Beijing, China) was used to extract RNA. During the procedure DNaseI (Life Technologies, Grand Island, NY, USA) treatment was applied to minimize the contamination with genomic DNA according to the manufacturer’s protocol. RNA was reversely transcribed with SuperScriptIII (Life Technologies) to generate the first strand of cDNA, and Q-RT-PCR was performed using SYBR Green PCR MasterMix with 7500 real time PCR system (Applied Biosystems, Foster City, CA, USA). Gene specific primers for Q-RT-PCR analysis were designed with online software (www.universalprobelibrary.com) and the sequences of these primers were summarized in the Table S2 in File S1.

### Western Blot

Protein samples were prepared with the protein lysate buffer (Beyotime, Shanghai, China) supplemented with 100 mM PMSF, and then the protein samples with same amount (15 µg/lane) were separated with SDS-PAGE and transferred to the Immobilon™ PVDF membrane (Millipore, Billerica, MA, USA) using Bio-Rad gel system (Bio-Rad, Hercules, CA, USA). The cytosol and nucleus protein samples were prepared with Nuclear and Cytoplasmic Protein Extraction Kit (P0027, Beyotimes) following the instruction of manufacturer. The blot was performed following the instructions of the suppliers of various antibodies, including anti-GAS2 (ab109762, Abcam, Cambridge, MA, USA), anti-HNRPDL (ab83215, Abcam), anti-beta catenin (ab22656, Abcam), anti-Histone H3 (AH433-1, Beyotimes) and anti-Tublin (T6074, Sigma, St Louis, MO, USA). The blot was developed with chemiluminescence substrate (ECL) (GE Healthcare Life Sciences, Piscataway, NJ) automatically (Kodak Medical X-Ray Processor 102).

### FACS Analysis of Protein Expression

The cells were treated with Cell Permeablization Kit (AN DER GRUB Bio Research GmbH, Austria) and then stained with primary and secondary antibodies for FACS analysis. In brief, 3×10^5^ cells were washed with PBS twice and then fixed with reagent A at room temperature for 15 min; after PBS washing the cells were incubated with reagent B; the cells were incubated with primary antibody at 4°C overnight and then incubated with secondary antibody at room temperature for 1 h; the cells were analyzed with FACS (Calibur, Becton-Dickinson, Franklin Lakes, NJ, USA) after PBS washing.

### Immunofluorescence Assay

1×10^5^ cells were transferred to coated slides (Thermo Fisher, Waltham, MA, USA) with a cytocentrifuge (Cytospin 4, Thermo Fisher). After the cells were air-dried for 20 min at room temperature, they were fixed with 2% paraformaldehyde and permeabilized in 0.1% Triton X-100 for 5 min. The cells were blocked in Tris-buffered saline with 5% bovine serum albumin for 30 min, and then incubated with primary antibody (1/100) overnight at 4°C in humidifying container. The cells were washed 3 times with PBS and incubated with proper secondary antibody (Multisciences, Hangzhou, China; 1/800) for 1 h. After the cells were washed 3 times with PBS, they were stained with Hoechst 33342 (Sigma) and covered with Prolong Gold Antifade reagent (Life Technologies). The images were finally captured and analyzed with a confocal microscope (FV1000MPE-share, Olympus, Japan). The control staining was done with same procedure except that the primary antibody was replaced with isotype control antibody with same dilution,and no signal was captured, which confirmed the specific staining of target proteins (GAS2 and beta-catenin).

### Calpain Assays

Calpain activity assays were conducted with a commercially available kit (Biovision, Mountain View, CA, US) following the instruction of the supplier. In brief, the cells were washed 3 times with PBS before protein extraction; and then equal amount of protein lysate was mixed with fluorescence-labeled substrate for fluorometric detection with a microplate reader (SpectraMax M5, Molecular Devices, Sunnyvale, CA, USA).

### Construction of Lentiviral Vector, Production of Lentivirus and Viral Transduction

The full-length GAS2 was amplified with primers, forward: 5′-aa gga tcc gga taa ata atg tgc act gct ctg-3′ and reverse: 5′-tt gga tcc tca ctt aat ttc ctt ctt agc ctt at-3′; and the truncated GAS2 (GAS2DN) was amplified with the primers, forward: 5′-aa gga tcc gga taa ata atg tgc act gct ctg-3′ and reverse: 5′-tt gga tcc tca ttc cag ctt tat caa acc agg ag-3′. The underlined sequences were recognized with *Bam*HI. GAS2 and GAS2DN were sub-cloned into the *Bam*HI site of a lentiviral vector from the laboratory of Dr. Christopher Baum (Department of Experimental Hematology, Hannover Medical School, Hannover, Germany), in which the transgene was driven by spleen focus forming virus promoter (pSFFV). The lentivirus delivered shRNAs against *GAS2*, *CALPAIN2* and *HNRPDL* together with the negative control (shNC) were from GenePharma Co, Ltd (Shanghai, China).

The viral production was performed with a standard method. In brief, 10 µg transgene plasmid, 6.5 µg ΔR (8.74), 3.5 µg VSV-G and 2.5 µg Rev were co-transfected into 293T cells with calcium precipitate method. Virus containing media (VCM) was collected 48 and 72 hrs after transfection. The titration of VCM was assayed with MEG-01 cells, and in a typical preparation the titration was as high as 5×10^6^ IU/ml (IU, Infection Unit). The VCM was stored at −80°C. The virus were further concentrated over 200 fold by additional ultracentrifugation with Swi-32 rotor at 25,000 rpm for 1.5 hrs in an ultracentrifuge (Optima-100K, Beckman Coulter, Indianapolis, IN, USA).

1×10^5^ K562 or MEG-01 cells were mixed with 50 to 100 µl VCM overnight, and then the cells were washed with PBS 3 times. These cells were cultured for another 3 days before purification of fluorescent cells with a cell sorter (AriaIII, BD). The CD34^+^ cells were pre-stimulated with SFM (serum-free media) plus a cocktail of cytokines including Flt-3 L (Flt-3 Ligand, 100 ng/ml), SCF (Stem Cell Factor, 100 ng/ml), IL-6 (20 ng/ml), IL-3 (20 ng/ml) and G-CSF (20 ng/ml) for 2 days, later the cells were transduced with concentrated lentiviruses on a fibronectin-coated plate for more than 6 hrs. Later these cells were washed with PBS and continuously cultured for 3 days before their purification with a cell sorter (AriaIII, BD) to isolate the YFP^+^ cells or CD34^+^YFP^+^ cells.

### Proliferation Assay for the Cells Cultured in Liquid Media

2×10^4^ sorted cells were plated into 24-well plate (2×10^4^ cells/1 ml/well), and then the viable cells were counted 3 and 6 days later with Trypan Blue exclusion staining.

### Xenoengraftments with Nude Mice

6–8 week old nude mice were purchased from Shanghai Laboratory Animal Center, the Chinese Academy of Science (SLACCAS, Shanghai, P.R. China), and then raised in the animal facility of Soochow University. 1×10^7^ transduced cells were injected subcutaneously, and then the growth of the tumours was observed closely. The mice were monitored every 2 days, and no mice died within the period of observation. The growth of tumour did not affect the activity of these mice severely, and all the mice bearing tumour were sacrificed 21 days after the injection in a CO_2_ chamber. The tumours were analyzed with luminescence detector (IVIS Lumina II, Caliper Life Sciences, Hopkinton, MA, USA) and then dissected to be fixed for H & E staining.

### Assays of Transactivities of Beta-catenin

The TOPflash and FOPflash reporter constructs were products of Millipore. RL-TK control plasmid was from Promega (Madison, WI, USA). 3 µg TOPflash or FOPflash plus 0.3 µg RL-TK were mixed together and delivered with Nucleofector™ device (Lonza, Basel, Switzerland) following the instruction of the manufacturer, and then the reporter activities were measure with Dual-Luciferase Reporter Assay System (Promega) in Luminoskan Ascent reader (Thermo Scientific). The measurements of TOPflash and FOPflash were first normalized with the detection of Renilla fluorescence; and then the ratio of TOPflash versus FOPflash was used to represent the transcriptional activity of beta-catenin.

### Colony-forming Cell Assay

The FACS purified primary cells were plated into methylcellulose media (MethoCult™ H4230, Stem Cell Technologies) plus a cocktail of cytokines, including SCF (50 ng/ml), IL-3 (20 ng/ml), IL-6 (20 ng/ml), GM-CSF (20 ng/ml), G-CSF (20 ng/ml) and EPO (3 IU/ml); the colonies were classified and numerated 14–16 days later.

### Microarray Analysis

3 biological replicates of control and GAS2DN transduced MEG-01 cells were harvested for RNA extraction and equal amounts of RNA were pooled to perform the microarray experiments with Affymetrix chip (Human U133 plus2.0) in Shanghai Biotechnology Corporation according to Affymetrix technical manual. This dataset has been disposed to Gene Expression Omnibus (GEO), and the accession number is GSE49184.

## Results

### GAS2 is Up-regulated in CML Cells

Previous report has suggested the deregulation of *GAS2* in chronic phase CML; however the finding has not been validated yet [17]. In the present study, we collected nucleated cells from CML patients (n = 25) and healthy donors (n = 7) and CD34^+^ cells from CML patients (n = 8) and healthy donors (n = 3). The transcript expression of *GAS2* was significantly higher in CML patients compared to that in healthy donors. For nucleated cells, GAS2 was nearly 40-fold higher expressed in CML (*p*<0.01); and for CD34^+^ cells, GAS2 was about 90-fold higher expressed in CML as well (*p*<0.01, Figure 1A). Next, we analyzed the GAS2 protein expression with immuofluorescence method. The expression of GAS2 was hardly detected in CD34^+^ NBM cells, but it was readily detected in CD34^+^ CML cells, K562 and MEG-01 cells (Figure 1B). As expected, GAS2 resided in cytoplasm but not nuclei. The GAS2 protein was also up-regulated in nucleated cells from CML patients compared to those from healthy donors (data not shown).

**Figure 1:**
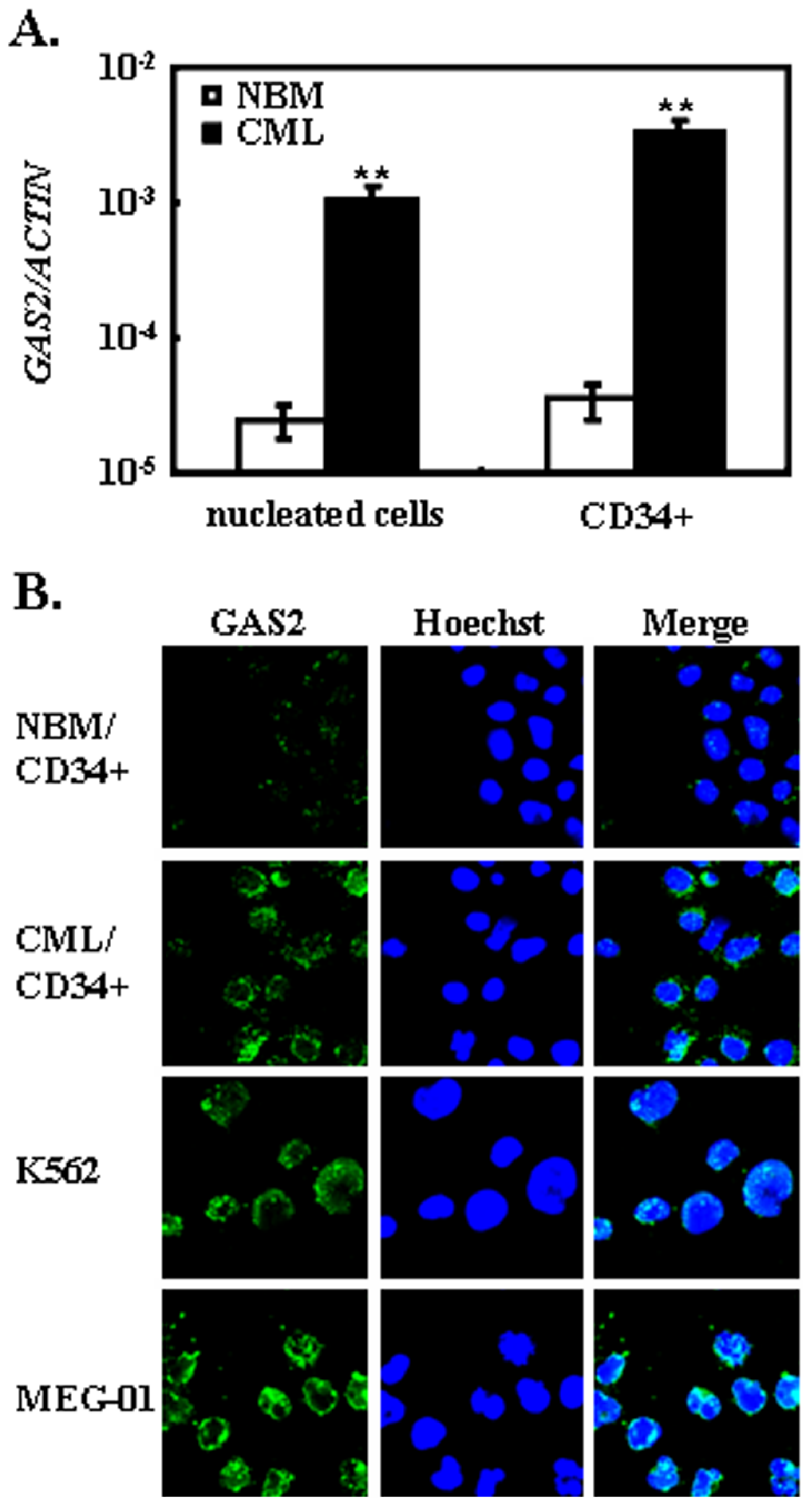
GAS2 is up-regulated in chronic myeloid leukemia. (A) The cells from chronic myeloid leukemia (CML) patients and healthy donors were collected and processed to yield nucleated cells, and then CD34^+^ cells were enriched with immunomagnetic method. The gene expression of *GAS2* was assessed with nucleated cells and CD34^+^ cells, respectively. For the nucleated cells, 7 healthy donors and 25 CML patients were recruited; for the CD34^+^ cells, 3 healthy donors and 8 CML patients were recruited. (B) Immunofluorescence assay was used to detect the expression of GAS2 (green) in CD34^+^ cells of normal bone marrow (NBM) and CML patient, together with K562 and MEG-01 cells. Hoechst 33342 was used to visualize the nuclei (blue). The representative graphs of individual section with confocal microscopy analyses were shown. Original magnification: ×150. The data were shown as mean ± S.E.M.; **mean *p*<0.01, which was estimated with student *t*-test in a two-tailed fashion.

### Targeting GAS2 Inhibits the Growth of CML Cells *in vitro* and *in vivo*

We firstly validated 2 independent sequences that suppressed the transcript expression of GAS2 by nearly 50% in both K562 and MEG-01 cells (Figure 2A, Figure 3A), and the GAS2 protein was suppressed by these two sequences as well (Figure 2B, Figure 3B). As expected, the calpain activity was elevated when GAS2 was knocked down (Figure 2C, Figure 3C). The silence of GAS2 resulted in the inhibition of proliferation in liquid culture and CFC production of both K562 and MEG-01 cells (Figure 2D & 2E, Figure 3D & 3E). Conversely, GAS2 overexpression was sufficient to rescue the suppressed CFC production induced by GAS2 silence in K562 cells (Figure S1 in File S1). GAS2Δ171–313 had the capacity to release the inhibitory effect of both GAS2 and Calpastatin against calpain, thus it was termed as the dominant-negative form of GAS2 (GAS2DN) [12]. As GAS2DN had the anti-cancer effect [13], [14], we constructed a lentiviral vector to express GAS2DN as well (Figure 2F). The expression of GAS2DN was validated with an antibody recognizing the N-terminus of GAS2 (N-GAS2), a band about 19 kD was detected as expected (Figure 2G). We also found that the calpain activities in GAS2DN expressed K562 and MEG-01 cells were elevated compared to those in the control cells (Figure 2H, Figure 3C). The proliferation of K562 and MEG-01 cells with the expression of GAS2DN was slower than the control cells; similarly the CFC production of K562 and MEG-01 cells with GAS2DN was less than that of the control cells (Figure 2D & 2E, Figure 3D & 3E). Both GAS2 silenced and GAS2DN expressed K562 cells with their control cells were exposed to IM, and targeting GAS2 sensitized the IM response of K562 cells (Figure 2I).

**Figure 2:**
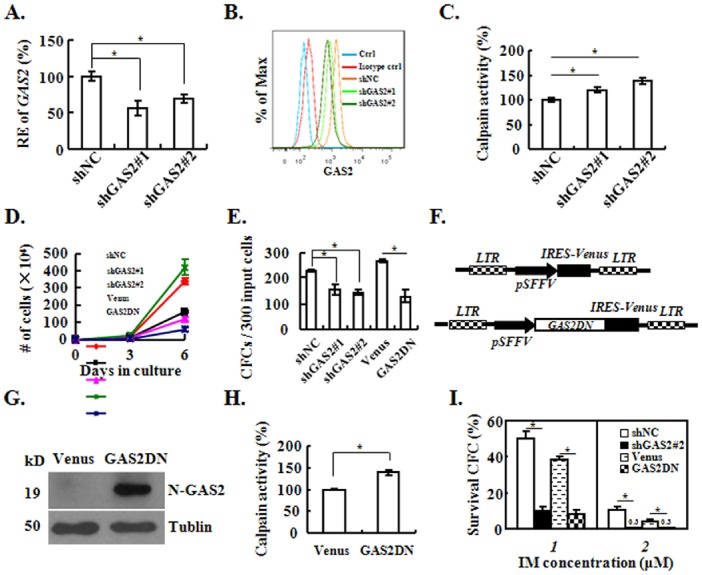
Targeting GAS2 with both RNAi and GAS2DN inhibits K562 cells. (A) The expression of *GAS2* was measured in shNC (control), shGAS2#1 and shGAS2#2 transduced cells with Q-RT-PCR. (B) The expression of GAS2 protein in shNC, shGAS2#1 and shGAS2#2 transduced cells were analyzed with FACS. (C) Calpain activities of shNC, shGAS2#1 and shGAS2#2 transduced cells were measured. (D) & (E) The proliferation and colony-forming cell (CFC) capacities of various virally transduced K562 cells were measured. (F) The schematic structure of lentiviral vector to express GAS2DN. LTR, long terminal repeat; pSFFV, spleen focus forming virus promoter; IRES, internal ribosome entry site; Venus, the enhanced yellow fluorescent protein; GAS2DN, the dominant negative form of GAS2. (G) The western blot was used to detect the expression of GAS2DN with an antibody recognizing N-terminus of GAS2 (N-GAS2). (H) Calpain activities of Venus and GAS2DN transduced cells were measured. (I) K562 cells were transduced with various lentiviral vectors. The FACS purified cells were plated in methylcellulose media with Imatinib mesylate (IM, final concentration as 1 µM and 2 µM), and then the colonies were numerated. The survival rates of CFC (IM treated versus IM untreated) of various transduced cells were calculated and compared. The data were shown as mean ± S.E.M. from at least 3 independent experiments; *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion.

**Figure 3:**
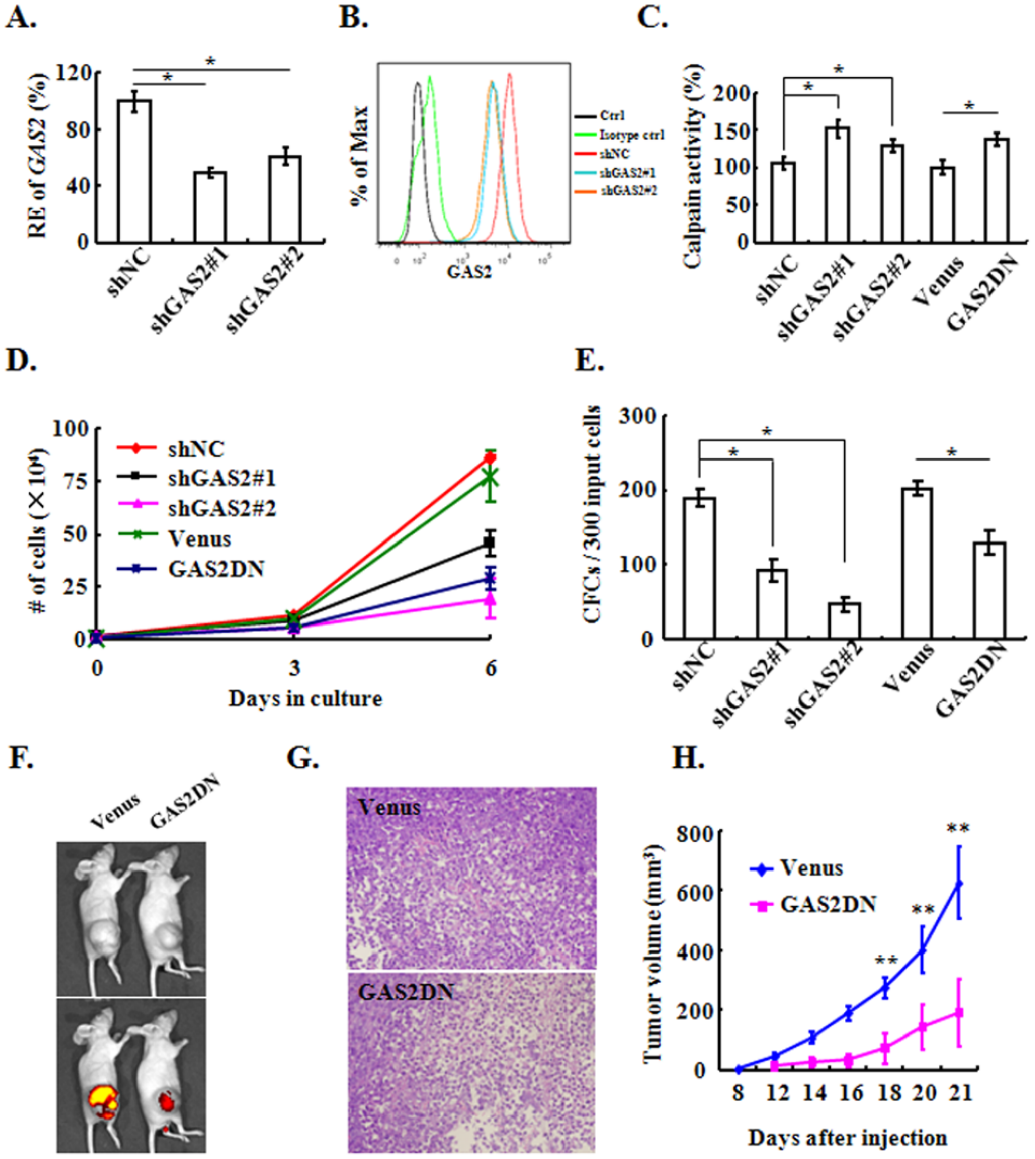
Targeting GAS2 suppresses the *in vitro* and *in vivo* growth of MEG-01 cells. (A) The expression of *GAS2* in shNC (control), shGAS2#1 and shGAS2#2 transduced MEG-01 cells was measured with Q-RT-PCR. (B) The expression of GAS2 protein in shNC, shGAS2#1 and shGAS2#2 transduced cells were analyzed with FACS. (C) The calpain activities of various virally transduced cells were measured. (D) & (E) The proliferation and CFC production of various virally transduced cells were assessed. (F) Tumour growth of the Venus and GAS2DN expressed cells in nude mice were observed, and the fluorescence was monitored with IVIS II imaging system as well. (G) Representative pictures of the H & E staining of the tumours were presented. (H) The average sizes of the tumours formed by the Venus and GAS2DN expressed cells were compared. The tumour size was estimated with the equation: volume = 1/2 × length × width^2^. Original magnification: ×200. *mean *p*<0.05 and **mean *p*<0.01, which were estimated with student *t*-test in a two-tailed fashion.

Given that both RNAi and GAS2DN inhibited the growth of leukemic cells, we started to perform experiments mainly with GAS2DN to study the efficacy and mechanism of the impaired CML cell growth induced by targeting GAS2.

In our hands, MEG-01 cells generate tumours more efficiently than K562 cells. Therefore 1×10^7^ control and GAS2DN expressed cells were injected subcutaneously into nude mice. 21 days later, tumours were observed in 10 out of 12 (83%) mice in control group; while tumours were found in only 3 out of 10 (30%) mice in GAS2DN group. All the tumours were visualized with IVIS imaging system to confirm that they were fluorescent, and they were all dissected and subjected to H & E staining, in which the leukemic cells were readily detected. The representative photos of fluorescent tumours and their H & E staining were presented (Figure 3F & 3G). In addition, GAS2DN not only reduced the frequency of tumour formation but also significantly reduced the growth rate of these tumours (Figure 3H).

To address whether the growth inhibition of K562 cells was calpain dependent, we utilized a lentiviral vector to silence CALPAIN2, which was capable to reduce the transcript expression of *CALPAIN2* by ∼ 90% and suppress the activity of calpain in both control and GAS2DN expressed K562 cells (Figure 4A & 4B, Figure S2 in File S1). The silence of CALPAIN2 rescued the inhibited proliferation in liquid culture and CFC production induced by GAS2DN (Figure 4C & 4D). The remaining calpain activity in GAS2DN plus CALPAIN2 silenced cells was roughly 10% higher than that of the control cells (p<0.05), which possibly explained why CALPAIN2 silence did not fully rescue the repressed proliferation caused by GAS2DN expression. In addition, we added PD150606 (calpain inhibitor) into the culture media and found the GAS2DN transduced cells with the inhibitor grew significantly faster than the untreated GAS2DN transduced cells. However this inhibitor affected the growth of control cells significantly, which suggested that the elevated cell growth of GAS2DN transduced cells in presence of PD150606 was underestimated (Figure S3 in File S1).

**Figure 4:**
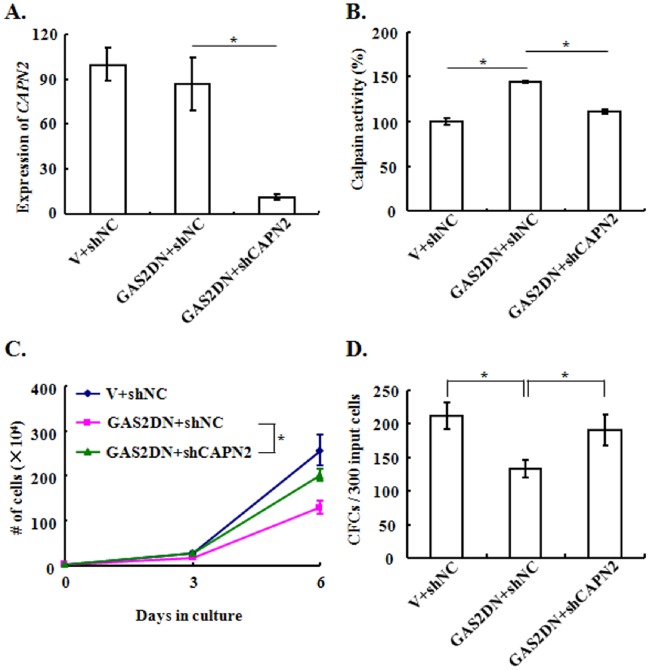
Silence of CALPAIN2 partically rescues the suppressed cell proliferation upon GAS2DN expression. In order to delineate the role of CALPAIN2 in the inhibitory effect of GAS2DN, a lentiviral vector to silence CALPAIN2 was used. (A) The mRNA expression of *CALPAIN2*, (B) activity of calpain, (C) cell proliferation in liquid culture and, (D) the CFC production of various transduced K562 cells were assessed. The data were shown as mean ± S.E.M. from more than 3 independent experiments; *mean *p*<0.05, which was estimated with student *t*-test.

### GAS2DN Inhibits the CFC Production of Leukemic Progenitors

To investigate the effect of GAS2DN on CD34^+^ cells from CML patients, GAS2DN was delivered with concentrated lentivirus, and then either YFP^+^ or CD34^+^YFP^+^ cells were purified with FACS and used for further cellular and molecular analysis (Figure 5A, Figure S4 in File S1). In summary, we found GAS2DN inhibited the CFC production of CML progenitor cells significantly (38±9 versus 21±5 colonies/1,000 input YFP^+^ cells, n = 7, *p* = 0.02; 250±50 versus 106±14 colonies/1,000 input CD34^+^YFP^+^ cells, n = 3, *p* = 0.05, Figure 5B). Moreover, we found that the CFC production inhibition induced by GAS2DN for CML cells was significantly higher than that for NBM cells (47±6% versus 17±8% for YFP^+^ cells, *p* = 0.02; 57±3% versus 31±1% for CD34^+^YFP^+^ cells, *p* = 0.01, Figure 5C), which demonstrated that GAS2DN had a stronger inhibitory effect on CFC production of CML progenitor cells than that on CFC production of normal progenitor cells.

**Figure 5:**
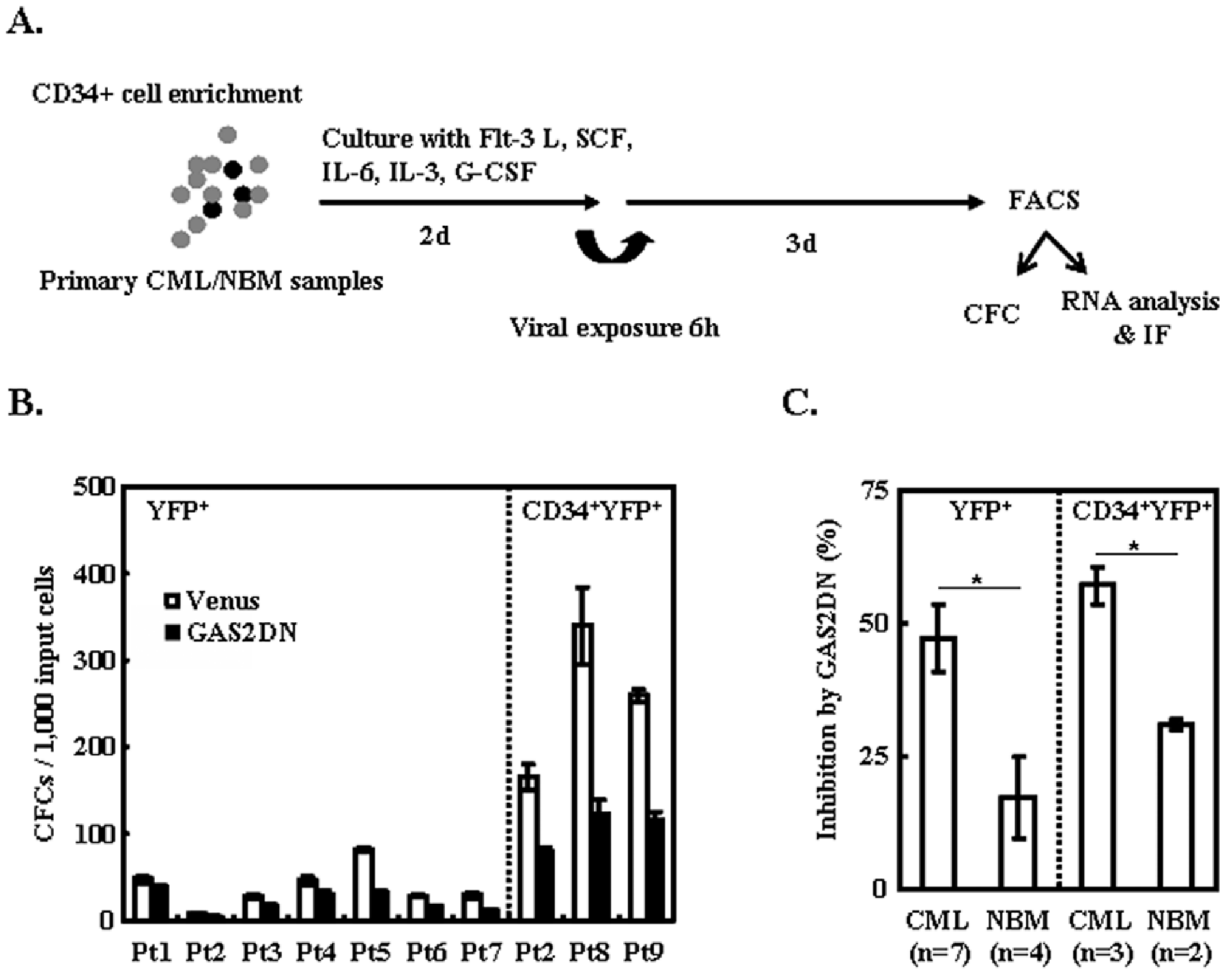
GAS2DN inhibits the CFC production of CML progenitor cells. (A) The CD34^+^ cells were enriched with immunomagnetic approach, and then were pre-stimulated with SFM (serum-free media) plus a cocktail of cytokines including Flt-3 L (Flt-3 Ligand), SCF (Stem Cell Factor), IL-6, IL-3 and G-CSF for 2 days, later the cells were transduced with lentiviral vectors on a fibronectin-coated plate for 6 hrs. After washing with PBS, these cells were cultured for additional 3 days and then purified with a cell sorter. (B) The total CFC yielded from Venus and GAS2DN transduced (YFP^+^) cells and CD34^+^ transduced (CD34^+^YFP^+^) cells were plotted. (C) The inhibition of CFC production of CML and NBM cells upon GAS2DN were compared. NBM, normal bone marrow. *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion.

### Targeting GAS2 does not Affect the Expression and Activity of Beta-catenin

The previous reports have demonstrated that calpain mediated beta-catenin degradation is key for the inhibitory effect of GAS2DN on cancer cells [13], [14]. To understand the molecular mechanism of how GAS2DN inhibited the growth of CML cells, we first detected the expression of beta-catenin in control and GAS2DN expressed cells including K562, MEG-01 and primary CML cells with immunofluorescence. We found beta-catenin was not equally expressed in these cells and the expression in primary CML cells was weak. Unexpectedly, the expression of beta-catenin was not altered upon GAS2DN in all tested cells (Figure 6A). Next, we measured the expression of beta-catenin quantitatively with FACS. Similarly, the expression of beta-catenin was not affected by GAS2DN expression or silence of GAS2 in K562 cells (Figure 6B). In addition, we purified cytosol and nucleus proteins with GAS2DN expressed and GAS2 silenced K562 cells with their control cells. The expression of beta-catenin was analyzed with immunoblot, and the expression of beta-catenin in both fractions was not changed upon GAS2DN expression or GAS2 silence either (Figure 6D). Lastly, we measured the transcription activity of beta-catenin in SW620, K562 and MEG-01 cells with TOPflash/FOPflash reporter plasmids. The transcriptional activity of beta-catenin was readily detected in SW620 cells, but not in K562 and MEG-01 cells (Figure 6C upper panel), and the activity was not affected by GAS2DN in both K562 and MEG-01 cells (Figure 6C middle panel). In addition, we were not able to detect the alteration of beta-catenin activity when GAS2 was knocked down either (Figure 6C lower panel). Collectively, these data suggested that inhibition of GAS2 might utilize other ways rather than beta-catenin degradation to suppress the growth of CML cells.

**Figure 6:**
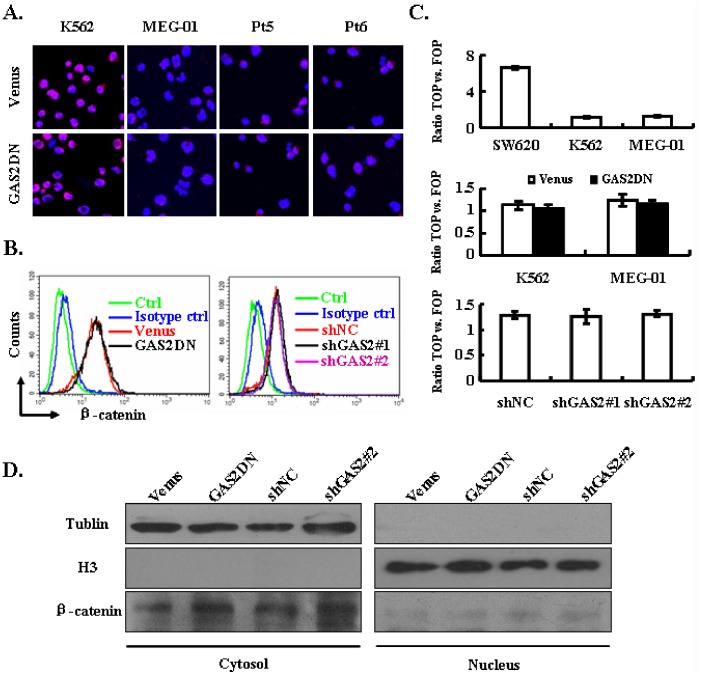
The expression and activity of beta-catenin are not affected by GAS2 targeting. (A) Immunofluorescence assay was used to detect the expression of beta-catenin (red) in Venus and GAS2DN transduced cells with Hoechst 33342 to visualize the nuclei (blue). The representative graphs of individual section with confocal microscopy analyses were shown. (B) The expression of beta-catenin was assessed quantitatively with flow cytometry in various virally transduced K562 cells. (C) The transcription activity of beta-catenin was measured in SW620 (human colorectal adenocarcinoma cell, as a positive control of beta-catenin activity), K562 and MEG-01 cells (upper panel), Venus and GAS2DN transduced K562 and MEG-01 cells (middle panel), and shNC, shGAS2#1 and shGAS2#2 transduced K562 cells (lower panel). The beta-catenin activated reporter vector (TOPflash) or its mutant vector (FOPflash) plus renilla reporter vector were used for transfection. The ratio of normalized TOPflash versus FOPflash was used to represent the activity of beta-catenin. (D) The cytosol and nucleus protein from various virally transduced cells were purified, and then subjected to immunoblot with antibodies against Tublin, beta-catenin and histone H3, respectively. The representative graph of 3 independent experiments was displayed.

### Identification of the Differentially Expressed Transcripts upon GAS2DN

To address the molecular mechanism utilized by GAS2DN to inhibit CML cell growth with transcriptome approach, we collected 3 independent biological samples of MEG-01 control and GAS2DN expressed cells to extract RNA samples, and then the equal amount RNA of independent preparation were pooled together to perform microarray analysis with an Affymetrix U133 chip. This dataset has been disposed to Gene Expression Omnibus (GEO) and assigned an accession number of GSE49184. 

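The 2 arrays compared MEG-01 cells, a megakaryoblastic CML line, transduced with the control vector (Venus) or with GAS2DN, and each array was hybridised with RNA pooled from 3 extracts. GAS2 was read by 1 probe set, 205848_at, with a signal of 24.3 in Venus cells and 34.7 in GAS2DN cells, a ratio of 1.42, both below the median signal of their arrays. The files do not give where this probe set lies relative to the part of GAS2 that GAS2DN lacks. CAPN2, a calpain subunit, had a signal of 3432 in Venus cells and 3826 in GAS2DN cells, a ratio of 1.11.
The Human Genome U133 Plus 2.0 array carries 54675 probe sets, of which 62 are controls. The authors deposited log2 MAS5 signals, with each array scaled to a 2% trimmed mean signal of 500.1. Ratios were computed as the GAS2DN signal divided by the Venus signal. The median signal was 55.6 on the Venus array and 69.1 on the GAS2DN array. A probe set was eligible when the brighter of its 2 signals was at or above the median of its array, which held for 30304 probe sets and for at least 1 probe set of 13342 among 19775 genes. The main probe set of a gene was the one with the highest mean log2 signal, leaving out probe sets ending in _x_at where the gene had another, and it was eligible for 13086 genes, called measured. Their median log2 ratio was 0.06. The ratio of the 3' to the 5' control probe set was 1.01 and 1.02 for GAPDH and 2.32 and 2.17 for ACTB on the Venus and GAS2DN arrays.
With 1 array per condition there was no replicate of a condition, no test and no p-value, and the number of arrays limits the precision of every ratio. The repeated measure within the arrays was the set of probe sets of 1 gene, and with probe sets ordered by signal into 10 bins the SD of the log2 ratio between them was 0.46 in the brightest bin and 1.61 in the fifth.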

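In GAS2DN cells 1116 genes had an eligible probe set with a signal over 3-fold higher than in Venus cells and 769 genes had one over 3-fold lower, while 44 other genes had probe sets over 3-fold in both directions. CXCL8, the neutrophil chemokine interleukin-8, had a signal of 50.1 in Venus cells and 411 in GAS2DN cells, a ratio of 8.19, and its second probe set went from 304 to 844, a ratio of 2.78. TRUB1, a tRNA pseudouridine synthase, had 1451 and 261, a ratio of 0.180, and its 4 other probe sets had ratios of 0.308 to 0.795. TTF2, a transcription termination factor, had 1109 and 189, a ratio of 0.170, while its other probe set was dim with a ratio of 1.70. GLRX, the glutaredoxin that reduces glutathionylated proteins, had a ratio of 0.182 in its main probe set and 1.44 in its second one.
By the main probe set, CXCL8 led the 5 genes with the highest ratio once signals below the median were raised to it. The ratios of the others before that step were 5.62 for CCDC60 and 4.87 for ABCB9, a lysosomal peptide transporter. EEF2KMT, a methyltransferase of elongation factor 2, had 10.2 and LRRC36 had 4.33. The other 2 probe sets of ABCB9 had ratios of 0.265 and 1.23. Also by the main probe set, TTF2, TRUB1 and GLRX led the 5 with the lowest ratio. GRIPAP1 followed with 0.2005 and HS3ST3A1, a heparan sulfate sulfotransferase, with 0.211.
At least 2 probe sets over 3-fold in 1 direction were found for 54 of the higher and 21 of the lower genes. These genes were ranked by the ratio of the main probe set, and that ratio is given for each. The 10 of these with the largest ratios were SFTPB, a surfactant protein, with 20.6, PTGER1, a prostaglandin E receptor, with 20.3, CYP2A6 with 14.6, HSD17B14 with 13.1, OVOL2 with 8.96, SLC2A5, a fructose transporter, with 8.51, NRG1, a ligand of ERBB receptors, with 7.59, BOC with 7.43, TMEM92 with 6.47 and LMNTD2-AS1 with 5.15. Their Venus signals lay below the median, and raised to it the ratios were 1.27 to 2.15. The 10 with the smallest ratios were ANKUB1 with 0.0695, TF, the plasma iron carrier transferrin, with 0.0743, ANKFN1 with 0.116, CYP4A11 with 0.122, AGAP6 with 0.142, ATP2C2 with 0.189, FADS3, a member of the fatty acid desaturase family, with 0.260, FTCD with 0.301, GPRIN2 with 0.310 and STK36 with 0.495. Raised in the same way these ratios were 0.497 to 0.948. Probe sets below the median on both arrays went over 3-fold the other way in TF with 9.61, FTCD with 3.06, HSD17B14 with 0.164 and NRG1 with 0.307, those of SFTPB and SLC2A5 had 0.462 and 0.385, and an eligible one of CYP2A6 had 0.571.

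**Figure D1:**
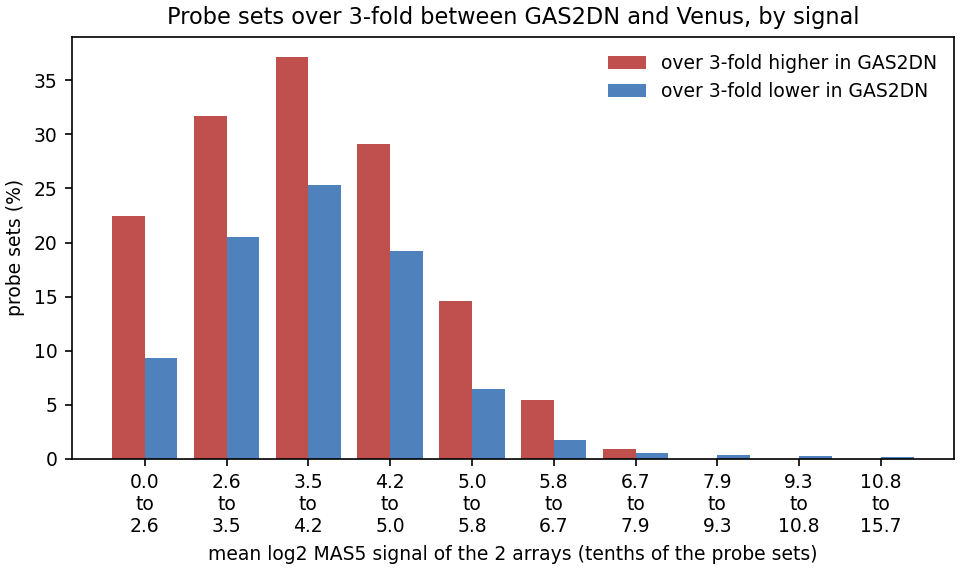
Percentage of probe sets over 3-fold higher (red) or lower (blue) in GAS2DN than in Venus cells, in 10 bins of equal size ordered by mean log2 signal of the 2 arrays. The share of higher probe sets is 37.2% in the third bin and 0 in each of the 3 brightest bins.

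The dimmer signal lay below the median of its array in 97.2% of the 1116 and 92.3% of the 769 genes, and with both signals required at or above the median the counts were 31 and 60. Of the genes counted in 1 direction 59.2% were higher, and 49.1% after a loess or a quantile scaling of the arrays, with 915 higher and 950 lower after loess.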

There were 388 genes up-regulated and 343 genes down-regulated over 3-fold upon GAS2DN expression.

In order to narrow down the candidates for further validation and functional analysis, we performed meta-comparison of our data with 2 sets of public accessible array data (GSE5550 and GSE11889) [16], [17]. One set of data described the comparison between CD34^+^ cells from CML patients (n = 9) and those from NBM or mobilized peripheral blood (n = 8). 1402 genes were up-regulated in CML cells while 119 genes down-regulated significantly compared to normal control cells. The other set of data compared the genetic signature between CD34^+^ cells from CML patients in CP (n = 42) and those in BC (n = 32). 1653 genes was up-regulated in CML in BC while 1462 genes down-regulated compared to CML in CP. The up-regulated genes upon GAS2DN in our data were compared with the down-regulated genes in CML CD34^+^ cells compared to normal counterparts or the down-regulated genes in CD34^+^ cells along with the disease progress from CP to BC to identify the common genes; conversely the down-regulated genes upon GAS2DN were compared with the up-regulated genes in CML CD34^+^ cells versus NBM CD34^+^ cells or up-regulated genes along the disease progress to identify the overlapped ones. Together, we identified 55 common genes between our data and public database, which were listed in Table S3 in File S1 and illustrated in the Van-diagrams (Figure 7A).

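Among the 55 genes of Table S3, 52 had a probe set assigned to them alone, and in 11 of these the main probe set was over 3-fold in the direction that the table gives. The 6 higher ones were LILRA2, a leukocyte immunoglobulin-like receptor, with a ratio of 14.7, ALOX5, the 5-lipoxygenase of leukotriene synthesis, with 10.2, PTGES, a prostaglandin E synthase, with 5.44, CSTA, the protease inhibitor cystatin A, with 3.84, ALPP, the placental alkaline phosphatase, with 3.26 and LIPE, the hormone-sensitive lipase, with 3.07. The Venus signals of LILRA2, PTGES and CSTA were below the median, and raised to it their ratios were 1.33, 2.74 and 1.70. The signals of ALOX5 and ALPP were below the median on both arrays, and the other, dim probe sets of ALOX5 had 0.192, 0.163 and 1.81. The other probe set of PTGES had 0.970 and that of LIPE 1.16, both dim. The 5 lower ones were TTF2, TRUB1, FADS3, QPCT, the glutaminyl cyclase, with 812 in Venus and 239 in GAS2DN cells, a ratio of 0.295, and TRIM16 with 172 and 56.1, a ratio of 0.326.
In GCLM, the modifier subunit of the enzyme that limits glutathione synthesis, all 3 probe sets were lower, with ratios of 0.556, 0.508 and 0.190. In BCL2L1, which encodes BCL-XL, 2 probe sets had ratios of 0.252 and 0.289, and the main and the fourth probe set had 1.30 and 0.754. NNT, the mitochondrial transhydrogenase, had a probe set with a ratio of 0.164 and a main probe set with 0.888, while its other 2 had 1.17 and 1.55. In TERT, the catalytic subunit of telomerase, the ratios were 3.44 and 2.50. The Venus signal behind the 3.44 was 25.3, below the array median.
The main probe set had the direction of the table in 39 of the 52 genes. In 40 genes the fold of the table was nearest to another probe set than the main one, and in 33 of these the main probe set was within 1.5-fold of equal signals.

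**Figure D2:**
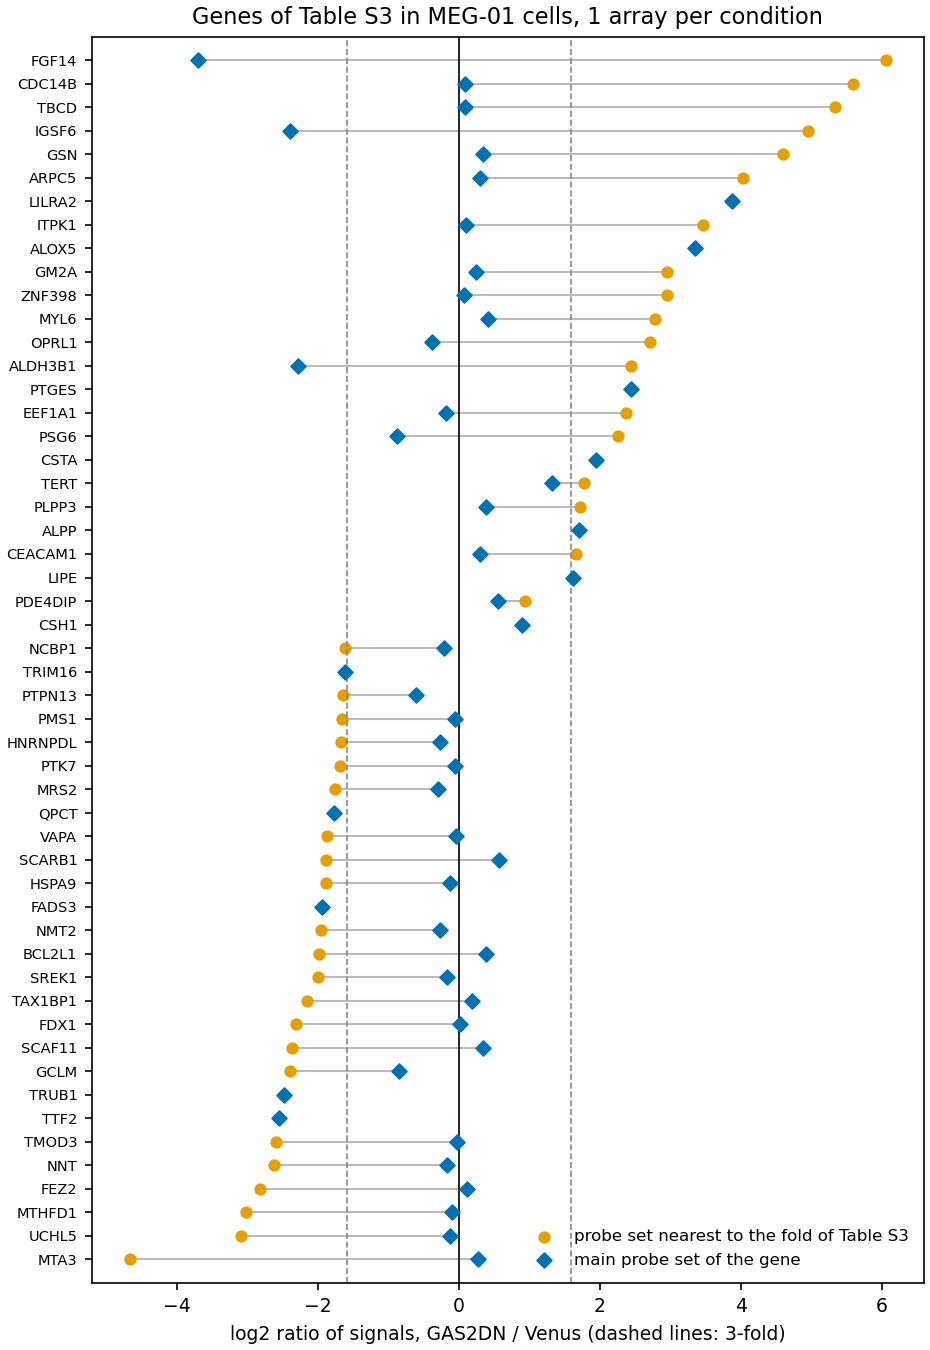
Log2 ratio of GAS2DN to Venus signals for the 52 genes of Table S3 that have a probe set of their own, with the probe set nearest to the fold of the table as circles and the main probe set as diamonds. Circles and diamonds coincide in 12 genes, and most other diamonds lie near equal signals.

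From the genes shared with the 2 public datasets, the paper narrows its candidates to those whose signal went down with GAS2DN and was higher in CML or in blast crisis, or the reverse. Because each ratio rests on 1 array per condition, no error can be given for it.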

**Figure 7:**
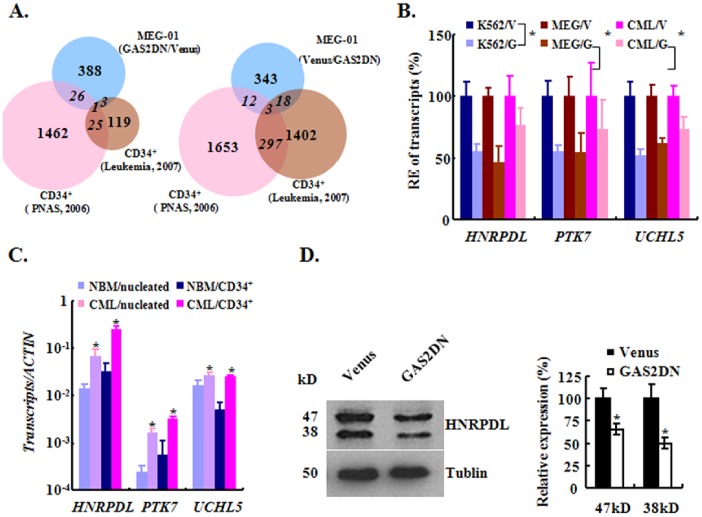
The transcriptome analysis of GAS2DN transduced cells. (A) Van-diagram of meta-analysis of the gene expression data. The differentially expressed genes identified in MEG-01 cells (blue) upon GAS2DN were compared with 2 public accessible datasets, namely the comparison between CML and NBM CD34^+^ cells (brown) and the comparison between CD34^+^ cells in CP and those in BC (purple). The 388 up-regulated genes in MEG-01 cells upon GAS2DN was compared with the 1462 genes down-regulated genes in CD34^+^ cells along disease progress and 119 genes down-regulated genes comparing CD34^+^ cells in CML versus NBM (left panel). Conversely, The 343 down-regulated genes in MEG-01 cells upon GAS2DN was compared with the 1653 genes up-regulated genes in CD34^+^ cells along disease progress and 1402 genes up-regulated genes comparing CD34^+^ cells in CML versus NBM (right panel). The numbers of genes for comparisons were shown in the middle of each pie, and the numbers of overrepresented genes were indicated in italic. (B) The relative gene expression of *HNRPDL, PTK7* and *UCHL5* in GAS2DN transduced K562, MEG-01 and primary CML cells (n = 3) was compared to that of control cells. (C) The gene expression of *HNRPDL, PTK7* and *UCHL5* in CML and normal bone marrow cells was assessed. For the nucleated cells, the samples of 7 individual healthy donor and 23 CML patients were used; for CD34^+^ cells, the samples of 4 individual healthy donors and 8 CML patients were used. (D) The protein expression of HNRPDL was analyzed with western blot. A representative graph was shown (left panel) and, the quantitative relative expression of both isoforms of HNRPDL was summarized from 3 independent replicates (right panel). RE, relative expression. *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion.

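Gene lists described which groups of genes had a higher or lower signal in GAS2DN than in Venus cells. They were fixed before the data were examined, but the folds of Table S3, from these same arrays, had been seen. Several lists hold genes of that table, such as LILRA2 and CSTA among granulocyte genes and ARPC5, GSN and MYL6 among actin genes. The percentiles of such lists are therefore not blind to the result. Of 26 measured megakaryocyte and platelet genes 20 had a log2 ratio above 0, and their median was 0.28, at percentile 99.99 of random lists matched on signal, but by the second-brightest probe set 9 of 16 were higher, with a median of 0.06 at percentile 65.99. Among them were TUBB1, the platelet beta-tubulin, with 0.62, though -1.82 in a dim probe set. ITGB3, the platelet fibrinogen receptor subunit, had 0.87, with 0.06 and 1.77 in its other eligible probe sets. FLI1, a transcription factor of the lineage, had -0.61, though -0.11 by the median over its eligible probe sets. THBS1 had 0.97 in its main probe set and -2.76 and -2.83 in 2 others. Erythroid genes were higher in 14 of 18, with a median of 0.32 at percentile 99.62, and 94.93 by the second-brightest probe set, with SLC4A1, the anion exchanger of red cells, at 3.56, though -3.65 in its other, dimmer probe set, HBM at 1.50 and the embryonic globin HBE1 at -2.19, each with 1 of its signals below the array median. With low signals raised to the median they had 1.31, 0.61 and 0.080.
Granulocyte and monocyte genes were higher in 14 of 17, with a median of 0.46 at percentile 94.5, and 0.28 with both signals at or above the median, including S100A8, a calprotectin subunit, with 4.22, LILRA2 with 3.88, and CSF3R, the receptor for G-CSF, with -2.98, though 1.35 in a dim probe set, and SPI1, the myeloid transcription factor PU.1, had 2.45. Each of these 4 had 1 signal below the array median, and raised to it they had 0.64, 0.41, -1.29 and 1.53, while a second probe set of S100A8 had -0.62. Lymphoid genes had a median of -0.11 over 13 genes at percentile 15.2, -0.35 after loess and -0.37 after quantile normalization. It was 0.16 by the median over probe sets and 0.14 with both signals at or above the median. With the array median added it was 0.07, and without a filter 0.38. With low signals raised it was 0.16, but the floor was higher on the GAS2DN array, 69.1 against 55.6. BLK and LCK, tyrosine kinases of B and T cells, were at -3.82 and -3.77, and CD4 at 1.01, though -2.67 in a dim probe set. BLK and LCK had 1.48 and 0.14 in their other, dim probe sets and 0.16 and -0.05 with low signals raised. Stem and progenitor genes had 0.14 over 15 genes at percentile 83.4, with the surface marker CD34 at -1.01, though -0.33 with low signals raised, and KIT, the receptor for stem cell factor, at 0.33.
Genes of the actin cytoskeleton, to which GAS2 binds, were higher in 24 of 33, with a median of 0.24 at percentile 100, and 98.89 by the second-brightest probe set. ACTB, cytoplasmic beta-actin, had 0.55 and TPM4, a tropomyosin, 0.66, while CFL1, the actin-severing protein cofilin, had -1.18 and MYL12A, a myosin light chain, -1.34 in their main probe sets, with -0.08 and 0.49 in the next brightest, and another of CFL1 had 5.22 from a Venus signal of 2.40. Microtubule genes had 0.06 over 22 at percentile 62.8. The microtubule plus-end protein CLIP1 was at -1.49, though -0.10 and -0.17 in its other eligible probe sets. The calpain system and GAS2 family had a median of 0.00 over 11 genes at percentile 34.0. CAPN1 had 0.40, with 1.16 in its other probe set, and the calpain inhibitor CAST -0.10, though 1.81 in a dim probe set. CAPN7 had -0.92, though -0.14 in its other probe set. CAPN10 had 4.54 from a Venus signal of 4.93, with -2.61 in its other probe set and 1.04 with low signals raised.
Genes of G1/S and DNA replication had a median of 0.02 over 28 genes at percentile 36.5 and genes of G2/M and mitosis 0.04 over 29 at percentile 59.1. E2F1 had 0.84 in its main and -0.98 in its other probe set. The helicase subunit MCM6 had -0.51, with -1.38 in its other probe set, and cyclin A2 (CCNA2) -0.59, though -0.16 in its other. The proliferation marker MKI67 had 0.28, with 0.76, 0.09 and 0.66 in its other probe sets. A list of CDKs, CDK inhibitors, D cyclins and the RB family had a median of -0.15 over 13 genes at percentile 2.48, but in its 2 kinds of members, divided after their values were seen, all 6 CDKs and RB family genes were lower, with a median of -0.27, and 5 of 7 CDK inhibitors and D cyclins were higher, with a median of 0.19. The retinoblastoma relative RBL2 was at -1.65, though 0.41 in a dim probe set. CCND1, cyclin D1, was at -0.75, though -0.09 in its other probe set, and CDKN1A, the inhibitor p21, at 0.17. The targets of p53 had 0.16 over 20 genes at percentile 92.6, and 0.02 without probe sets ending in _s_at or _x_at. In the BCL2 family and apoptosis list the median was 0.16 over 28 genes at percentile 97.1. BCL2 had 0.30 in its main probe set and 1.65, 3.02 and 1.49 in its other eligible ones, whose Venus signals were below the array median. MCL1 was at 0.31, though -0.74 in a dimmer probe set, and the proapoptotic BMF at -2.90, though -0.38 with low signals raised. BCR-ABL and JAK-STAT signalling had 0.06 over 25 genes at percentile 70.1, with the adaptor GRB2 at -1.03, though 0.56 in another probe set, ABL1 at 0.05, MYC at 0.12 and JAK2 at 0.09, though -1.69 in another probe set.

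**Figure D3:**
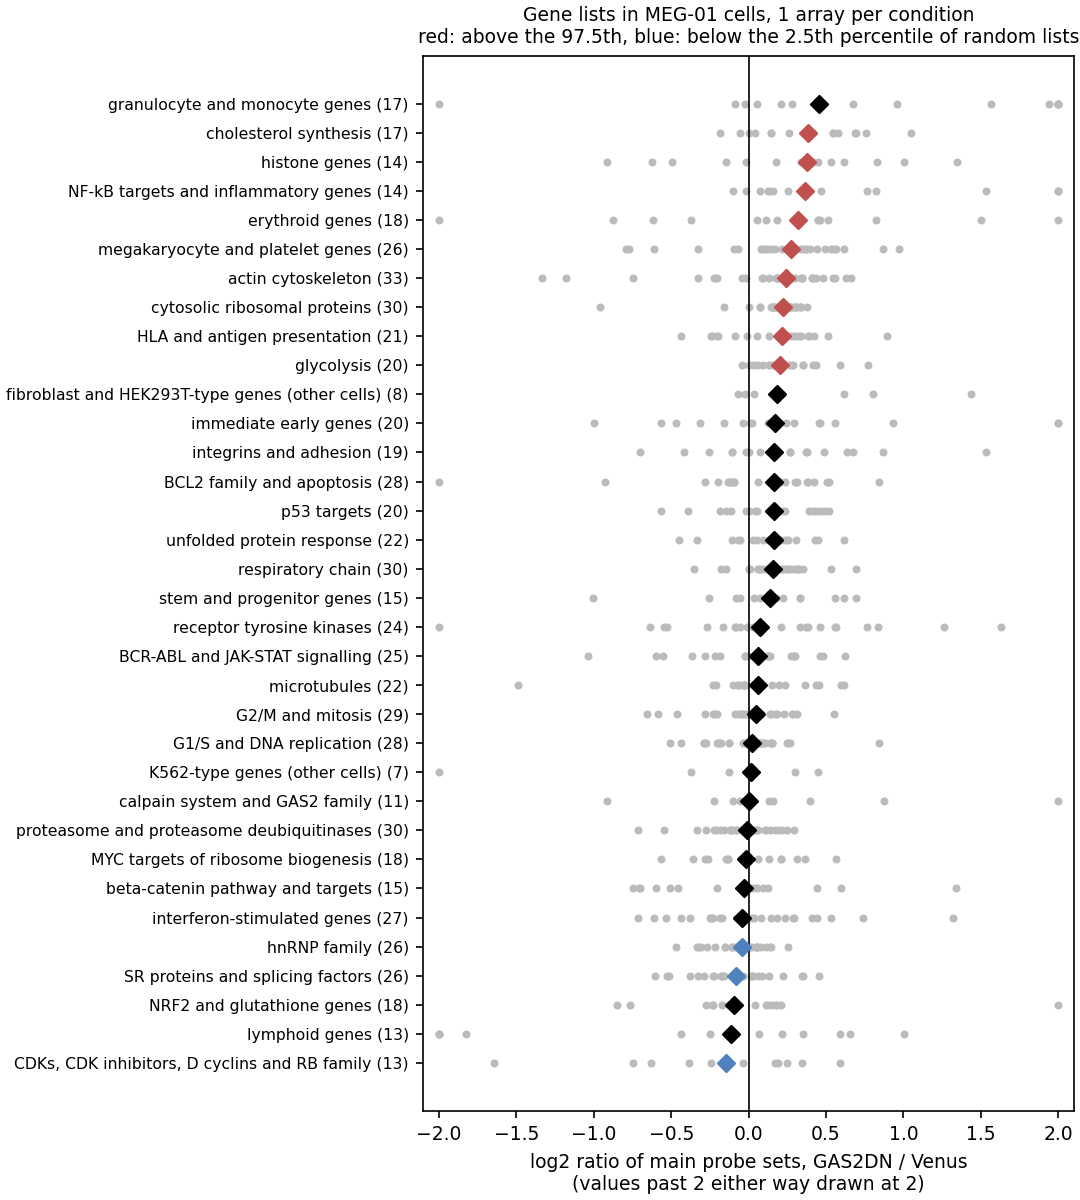
Log2 ratio of GAS2DN to Venus signals of the main probe sets (grey points) and their median (diamonds) for 34 gene lists, with the number of measured genes in brackets. Red diamonds lie in the top 2.5% of matched random lists and blue ones in the lowest 2.5%. Placental genes, with 6 measured, are left out because their median of 1.59 lies far from the others.

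Members below 2-fold and SPI1 were picked as examples after their values were seen. The percentiles describe these 2 arrays and are not a test between conditions, and the medians of the calpain, G1/S, G2/M and microtubule lists, all within 0.06 of 0, changed sign under at least 1 scaling. After loess erythroid genes lay at percentile 96.9 and the list of CDKs and RB family genes with their partners at 3.84, and the latter lay at 94.4 by the median over probe sets and at 84.99 by the second-brightest one.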

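Of the 3 lower genes of Table S3 that the paper follows up, HNRPDL (HNRNPDL), an RNA-binding protein of the hnRNP family, had the brightest signals. The probe set 201993_x_at went from 17612 in Venus to 5543 in GAS2DN cells, a ratio of 0.315, and the other 4 eligible probe sets of HNRPDL had ratios of 0.830, 0.790, 0.789 and 0.776. UCHL5, a deubiquitinase of the proteasome, had ratios of 0.117 in 1570145_at, from 87.7 to 10.3, 0.401 in 229248_at, from 629 to 252, 0.952 in 220083_x_at and 0.918 in 219960_s_at, its brightest with 4506 and 4137. PTK7, a catalytically inactive receptor tyrosine kinase, had 68.3 and 21.3 in 1555324_at, a ratio of 0.312, and 408 and 392 in 207011_s_at, a ratio of 0.962. Every eligible probe set of the 3 genes was lower in GAS2DN cells. The GAS2DN signals of 1555324_at and 1570145_at were below the array median of 69.1, so the size of both ratios rests on dim signals. A sixth probe set of HNRPDL, with signals of 13.9 and 36.4, was not eligible.
Among the 26 measured hnRNP family genes 15 had a log2 ratio below 0, and the median was -0.05, at percentile 1.54 of matched random lists. HNRNPA0 had -0.47, though -0.05 and -0.17 in its other probe sets. PCBP1 had 0.25 and HNRNPA1 0.11, though -0.57 in another probe set. HNRNPK had 0.06, PCBP2, which is hnRNP E2, 0.14 and SSB, the La protein, -0.11. By the median over probe sets HNRNPK had -0.046, PCBP2 -0.054 and SSB 0.002. SR proteins and splicing factors had a median of -0.08 over 26 genes at percentile 1.36, with SRSF11 at -0.52, though 0.48 in another probe set, and SCAF11 (SFRS2IP in Table S3) at 0.35, though -0.79 and -2.36 in 2 others. Proteasome subunits and deubiquitinases had a median of -0.01 over 30 genes at percentile 8.17. PSMA7, a subunit of the core particle, was at -0.71, though 0.00 in its brighter probe set ending in _x_at. USP14, another deubiquitinase of the proteasome, was at -0.04.

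**Figure D4:**
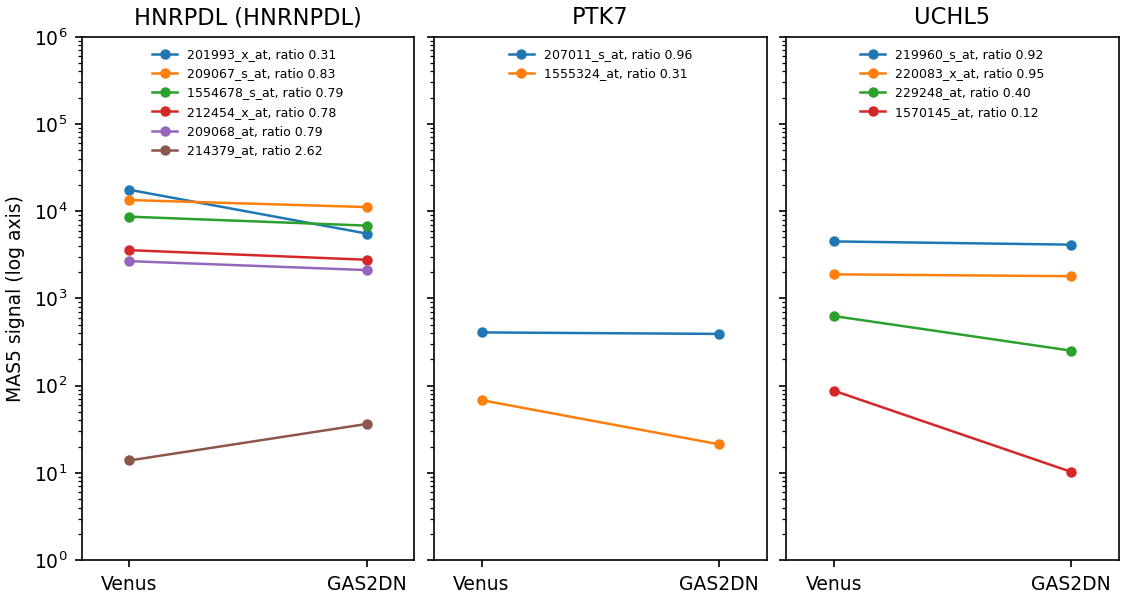
MAS5 signal on a log axis of each probe set of HNRPDL, PTK7 and UCHL5 on the Venus and the GAS2DN array, 1 line per probe set. The probe sets over 3-fold lower are 201993_x_at, 1555324_at and 1570145_at, and the brightest probe sets of PTK7 and UCHL5 have ratios of 0.96 and 0.92.

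Without probe sets ending in _s_at or _x_at, many of which match more than 1 transcript, the hnRNP family lay at percentile 63.0 and the splicing factors at 23.9, and by the median over probe sets they lay at 4.285 and 9.02 and by the second-brightest one at 9.14 and 62.9. HNRNPK had -0.03 after loess and -0.01 after quantile normalization.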

We performed Q-RT-PCR and validated that *HNRPDL*, *UCHL5* and *PTK7* were consistently down-regulated upon GAS2DN in K562, MEG-01 and 3 individual primary CML cells (Figure 7B). Next we used both nucleated cells and CD34^+^ cells from CML patients in CP and healthy donors to assess the expression of these genes, and the results showed that *HNRPDL*, *UCHL5* and *PTK7* had significantly higher expression in CML cells than that in NBM cells (Figure 7C). Western blot showed that HNRPDL had 2 isoforms (47 and 38 kD) in K652 cells and both of them were reduced significantly when GAS2DN was expressed (Figure 7D).

### Knockdown of HNRPDL Inhibits the Growth of CML cells

We chose HNRPDL to perform functional study, which was firstly identified in K562 cells and belonged to heterogenous nuclear nucleoriboproteins (hnRNP) [18]. Many members of hnRNP, such as FUS, hnRNP A, hnRNP K, hnRNP E2 and La/SSB have been reported to contribute to the process of disease progression by either enhancing the proliferation or blocking the differentiation pathway of leukemic cells, through their ability to regulate the translation efficiency of target mRNAs [19]–[24]. Recently, it was reported that HNRPDL was significantly elevated in androgen-independent (AI) prostate cancer tissues compared to that in androgen-dependent (AD) prostate cancer. The forced expression of HNRPDL in LNCaP cells led to abnormal proliferation possibly due to the induction of EGF-R expression [25].

We utilized lentiviral vector to deliver shRNA against *HNRPDL* into K562 cells and found the loss of nearly 60% of the mRNA expression and the reduction of both isoforms of HNRPDL proteins (Figure 8A & 8B). The proliferation and CFC production of K562 cells was suppressed when HNRPDL was silenced (Figure 8C & 8D). These results demonstrated that knockdown of *HNRPDL* was sufficient to cause the growth inhibition of K562 cells, which suggested that GAS2DN inhibited the growth of CML cells through affecting the expression of multiple genes including *HNRPDL*.

**Figure 8:**
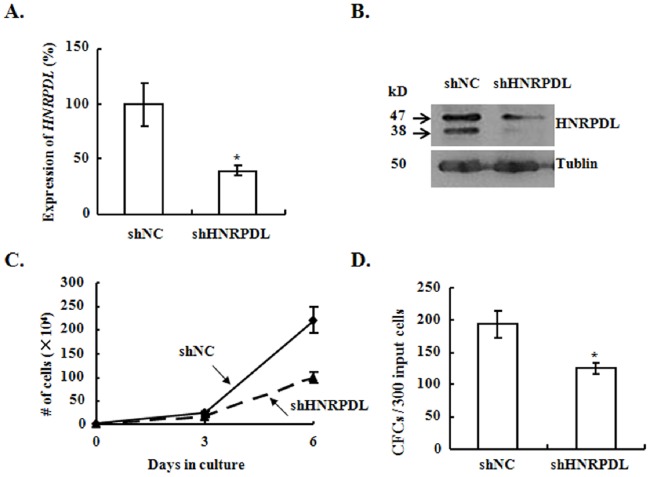
The knockdown of *HNRPDL* inhibits the growth of K562 cells. (A) The expression of *HNRPDL* was assessed with Q-RT-PCR in the virally transduced cells. (B) The expression of HNRPDL was analyzed with western blot. (C) & (D) The effect of HNRPDL silence on the proliferation and CFC production was analyzed. *mean *p*<0.05, which was estimated from 3 independent experiments with student *t*-test in a two-tailed fashion.

## Discussion

The formation of *BCR-ABL* fusion gene is the molecular hallmark of CML, which encodes BCR-ABL tyrosine kinase with constitutive activity. The TKI can treat the disease in CP effectively, however unless the patients receive life-long TKI, the leukemia will recur eventually [1], [2]. Thus investigation of comprehensive molecular mechanisms of CML cells and the identification of novel therapeutic targets is still of importance for the management of the disease.

In this study, we clearly demonstrated higher transcript and protein expression of GAS2 in nucleated cells and the CD34^+^ cells from CML patients compared to that from healthy donors. To explore the functional role of GAS2 in CML cells, we suppressed GAS2 with both RNAi and the expression of GAS2DN. Interestingly, both approaches successfully inhibited the growth of CML cells, suggesting that GAS2 was required for the growth of these cells. Since the silence of *CALPAIN2* rescued the decreased cell proliferation caused by GAS2DN expression, we concluded that the inhibition of CML cells growth was partially calpain dependent. The suppressive function of GAS2DN was also applicable to the primary CD34^+^ CML progenitor cells; which was the first time to demonstrate that GAS2DN inhibited the growth of progenitor cells from CML patients. Importantly, we performed similar experiments with CD34^+^ cells from NBM, and GAS2DN did not inhibit the growth of normal cells as effectively as the leukemic cell. This relatively specific inhibition of CML cells and the enhanced IM sensitivity of K562 cells caused by GAS2 targeting made GAS2 an interesting therapeutic target for the disease. In addition, GAS2 was not only deregulated in CML but also in other myeloid proliferative diseases including idiopathic myelofibrosis, polycythemia vera and essential thrombocythemia [26], thus it was interesting to investigate whether GAS2 was required for the improper growth of cells from these hematological disorders as well.

Previous studies have suggested that targeting GAS2 against cancer cells is due to the degradation of beta-catenin and the reduction of its transcriptional activity [13], [14]. Indeed, beta-catenin is implicated in CML in many ways. The granulocyt-marcrophage progenitor cells in blast crisis or IM resistant CML had elevated nuclear localized beta-catenin, which was proved to be critical for the self-renewal of CML primitive cells *in vitro* [27]. BCR-ABL could directly interact and phosphorylate beta-catenin at Y86 and Y654 residues and the inhibition of beta-catenin with RNAi suppressed the growth of CML cells in synergism with IM [28]. Recently, the genetic and pharmacologic inhibition of beta-catenin was shown to effectively eradicate IM resistant leukemic stem cells in CML mice model [29]. However, we did not detect the reduction of beta-catenin upon RNAi or expression of GAS2DN. Indeed, we did not detect the transcriptional activity of beta-catenin in K562 and MEG-01 cells either. Thus we reasoned that there could be beta-catenin independent ways for GAS2DN to have its anti-cancer effect.

In the present study, we performed transcriptome analysis to obtain clues of how GAS2DN inhibited CML cells. Through the meta-comparison with array data generated by Diaz-Blanco E. *et al*. and Radich J. *et al*. [16], [17], we focused on a tiny set of overrepresented genes. The Q-RT-PCR data validated 3 candidates, namely *HNRPDL*, *PTK7* and *UCHL5*. Interestingly, all these 3 genes were up-regulated in both nucleated cells and CD34^+^ cells from CML patients compared to those from healthy donors, which suggested their potential oncogenic activities in CML cells. The knockdown experiment with K562 cells suggested that HNRPDL like many other hnRNPs possibly played an important role in the regulation of the growth of CML cells. Vigorous investigations about the suppressive effect of HNRPDL silence on primitive CML cells in parallel with that on the normal primitive hematopoietic cells would be valuable to fully address this point in the future.

PTK7 (protein tyrosine kinase 7) is an orphan tyrosine kinase receptor, first identified in colon carcinoma cells and also named colon carcinoma kinase-4 (CCK-4) [30]. PTK7 was identified as a versatile co-receptor for various signal pathways including Wnt, VEGF and Semaphorin, to regulate planar cell polarity, angiogenesis and cell migration [31]–[34]. PTK7 was found to be deregulated in cancer cells [35]–[38]. A recent report described a sequential cleavage of ADAM17 and gamma-secretase to generate the nucleus localized C-terminus PTK7, which could promote the cell proliferation, migration, and anchorage-independent colony formation [38]. PTK7 is expressed in some human acute myeloid leukemia (AML) patients, who are more resistant to anthracycline-based frontline therapy with a significantly reduced leukemia-free survival. PTK7 in AML cells promotes their migration, survival, and resistance to anthracycline-induced apoptosis. Conversely, primary AML blasts are sensitized to anthracycline-mediated cell death by a recombinant soluble PTK7-Fc protein [36]. Based on the fact that PTK7 plays an important role in AML, it is interesting to investigate how it modulates the property of CML cells and whether it’s implicated in the GAS2 targeting induced CML suppression.

UCHL5 belongs to proteasome deubiquitinase (DUB). The ubiquitin-proteasome system is a conserved pathway regulating multiple biological processes including protein turnover, DNA repair, and intracellular trafficking. The 26S proteasome particle contains two subunits, the 20S core particle (CP) and 19S regulatory particle (RP). The elevated activity of proteasome in CML was reported previously, and the inhibitors targeting 20S proteasome such as bortezomib achieved growth inhibition in synergism with IM [39], [40]. Recently several DUBs have been shown to be involved in cancer progression [41], for example UCHL5 is up-regulated in human cancer including cervical carcinoma and esophageal squamous cell carcinoma (ESCC), and its expression has been identified as a poor prognostic indicator for ESCC as well [42], [43]. UCHL5 has been shown to have the anti-apoptosis effect in A549 cells [44]. The inhibitors targeting DUBs as novel anti-cancer therapies have been developed [45]–[47], such as both WP1130 and b-AP15 against UCHL5. As we have shown the up-regulation of UCHL5 in CML cells, it is interesting to assess the efficacy of these DUB inhibitors to suppress CML cells.

Overall, we have demonstrated the up-regulation of GAS2 in CML and it is required for the growth of CML cells. Targeting GAS2 causes relatively specific inhibition of CML cells and enhances their IM sensitivity, which suggests GAS2 is a novel therapeutic target as well. Our data also suggest a beta-catenin independent way for GAS2DN to inhibit the CML cell growth through affecting the expression of a subset of genes including *HNRPDL*. Further investigation of the function and the underlying mechanism of GAS2 in CML would benefit the management of the disease, and shed light on the multiple facets of the biological function of GAS2.

## Supporting Information

File S1 **Supporting information file containing Figures S1–S4 and Tables S1–S3.** **Figure S1.** GAS2 rescues the reduced CFC production upon GAS2 silence. K562 cells transduced with various lentiviral vectors were purified with cell sorter, and then their CFC production were compared. The data was presented as mean ± SEM with 3 independent experiments. *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion. **Figure S2.** The measurement of calpain activity upon CALPAIN2 silence in K562 cells. The relative calpain activities of control and CALPAIN2 silenced cells were compared. The data was presented as mean ± SEM with 3 independent experiments. *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion. **Figure S3.** The effect of calpain inhibitor on the proliferation of GAS2DN expressed K562 cells. The proliferation of Venus and GAS2DN transduced cells with and without PD150606 (20 µM, the calpain inhibitor) was measured. The data was presented as mean ± SEM with 3 independent experiments. *mean *p*<0.05, which was estimated with student *t*-test in a two-tailed fashion. **Figure S4.** CD34 expression of the transduced normal and leukemic cells. The FACS profiles showed CD34 expression of various transduced normal bone marrow (NBM) and chronic myeloid leukemia (CML) cells. The number indicated the average percentage of CD34^+^YFP^+^ cells from 2 (normal cells) and 3 (leukemic cells) individual samples, respectively. These double positive cells were sorted for colony-forming cell (CFC) assay. **Table S1.** The clinical characteristics of chronic myeloid leukemia patients in this study. **Table S2.** Primers used in this study. **Table S3.** The overrepresented genes found in previously published data. The description of the overrepresented genes identified between the dataset generated in this study (GSE49184) and the published datasets (GSE5550 and GSE11889).
(DOC) Click here for additional data file.

# Supplementary material for: Growth Arrest Specific 2 Is Up-Regulated in Chronic Myeloid Leukemia Cells and Required for Their Growth
**Source:** PLoS One. 2014 Jan 21;9(1):e86195. doi: 10.1371/journal.pone.0086195
**Supplement:** File S1 — Supporting information file containing Figures S1–S4 and Tables S1–S3. Figure S1. GAS2 rescues the reduced CFC production upon GAS2 silence. K562 cells transduced with various lentiviral vectors were purified with cell sorter, and then their CFC production were compared. The data was presented as mean ± SEM with 3 independent experiments. *mean p<0.05, which was estimated with student t-test in a two-tailed fashion. Figure S2. The measurement of calpain activity upon CALPAIN2 silence in K562 cells. The relative calpain activities of control and CALPAIN2 silenced cells were compared. The data was presented as mean ± SEM with 3 independent experiments. *mean p<0.05, which was estimated with student t-test in a two-tailed fashion. Figure S3. The effect of calpain inhibitor on the proliferation of GAS2DN expressed K562 cells. The proliferation of Venus and GAS2DN transduced cells with and without PD150606 (20 µM, the calpain inhibitor) was measured. The data was presented as mean ± SEM with 3 independent experiments. *mean p<0.05, which was estimated with student t-test in a two-tailed fashion. Figure S4. CD34 expression of the transduced normal and leukemic cells. The FACS profiles showed CD34 expression of various transduced normal bone marrow (NBM) and chronic myeloid leukemia (CML) cells. The number indicated the average percentage of CD34+YFP+ cells from 2 (normal cells) and 3 (leukemic cells) individual samples, respectively. These double positive cells were sorted for colony-forming cell (CFC) assay. Table S1. The clinical characteristics of chronic myeloid leukemia patients in this study. Table S2. Primers used in this study. Table S3. The overrepresented genes found in previously published data. The description of the overrepresented genes identified between the dataset generated in this study (GSE49184) and the published datasets (GSE5550 and GSE11889).

**Supporting Information**

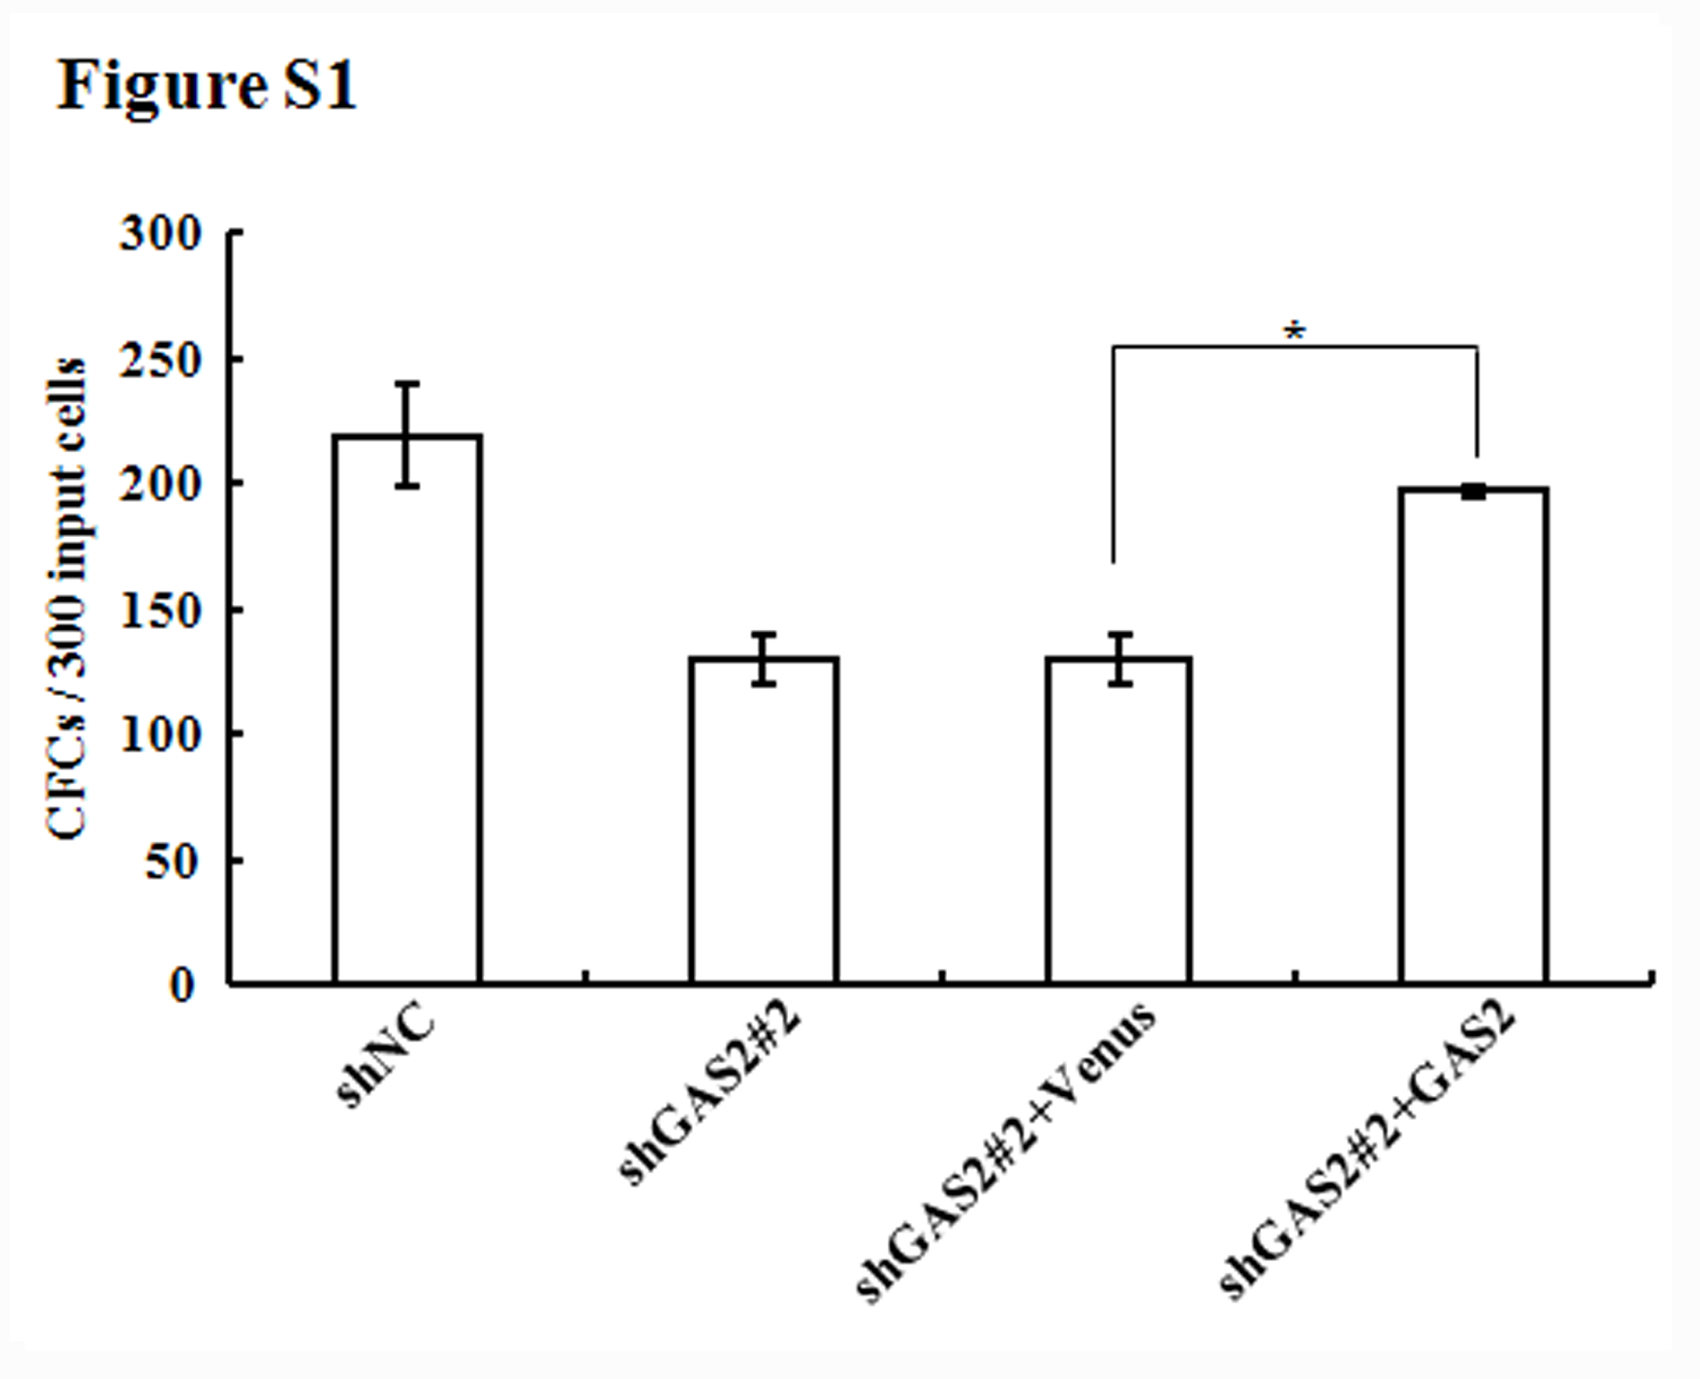

**Figure S1. GAS2 rescues the reduced CFC production upon GAS2 silence.** K562 cells transduced with various lentiviral vectors were purified with cell sorter, and then their CFC production were compared. The data was presented as mean ± SEM with 3 independent experiments. * mean *p* < 0.05, which was estimated with student *t*-test in a two-tailed fashion.

**
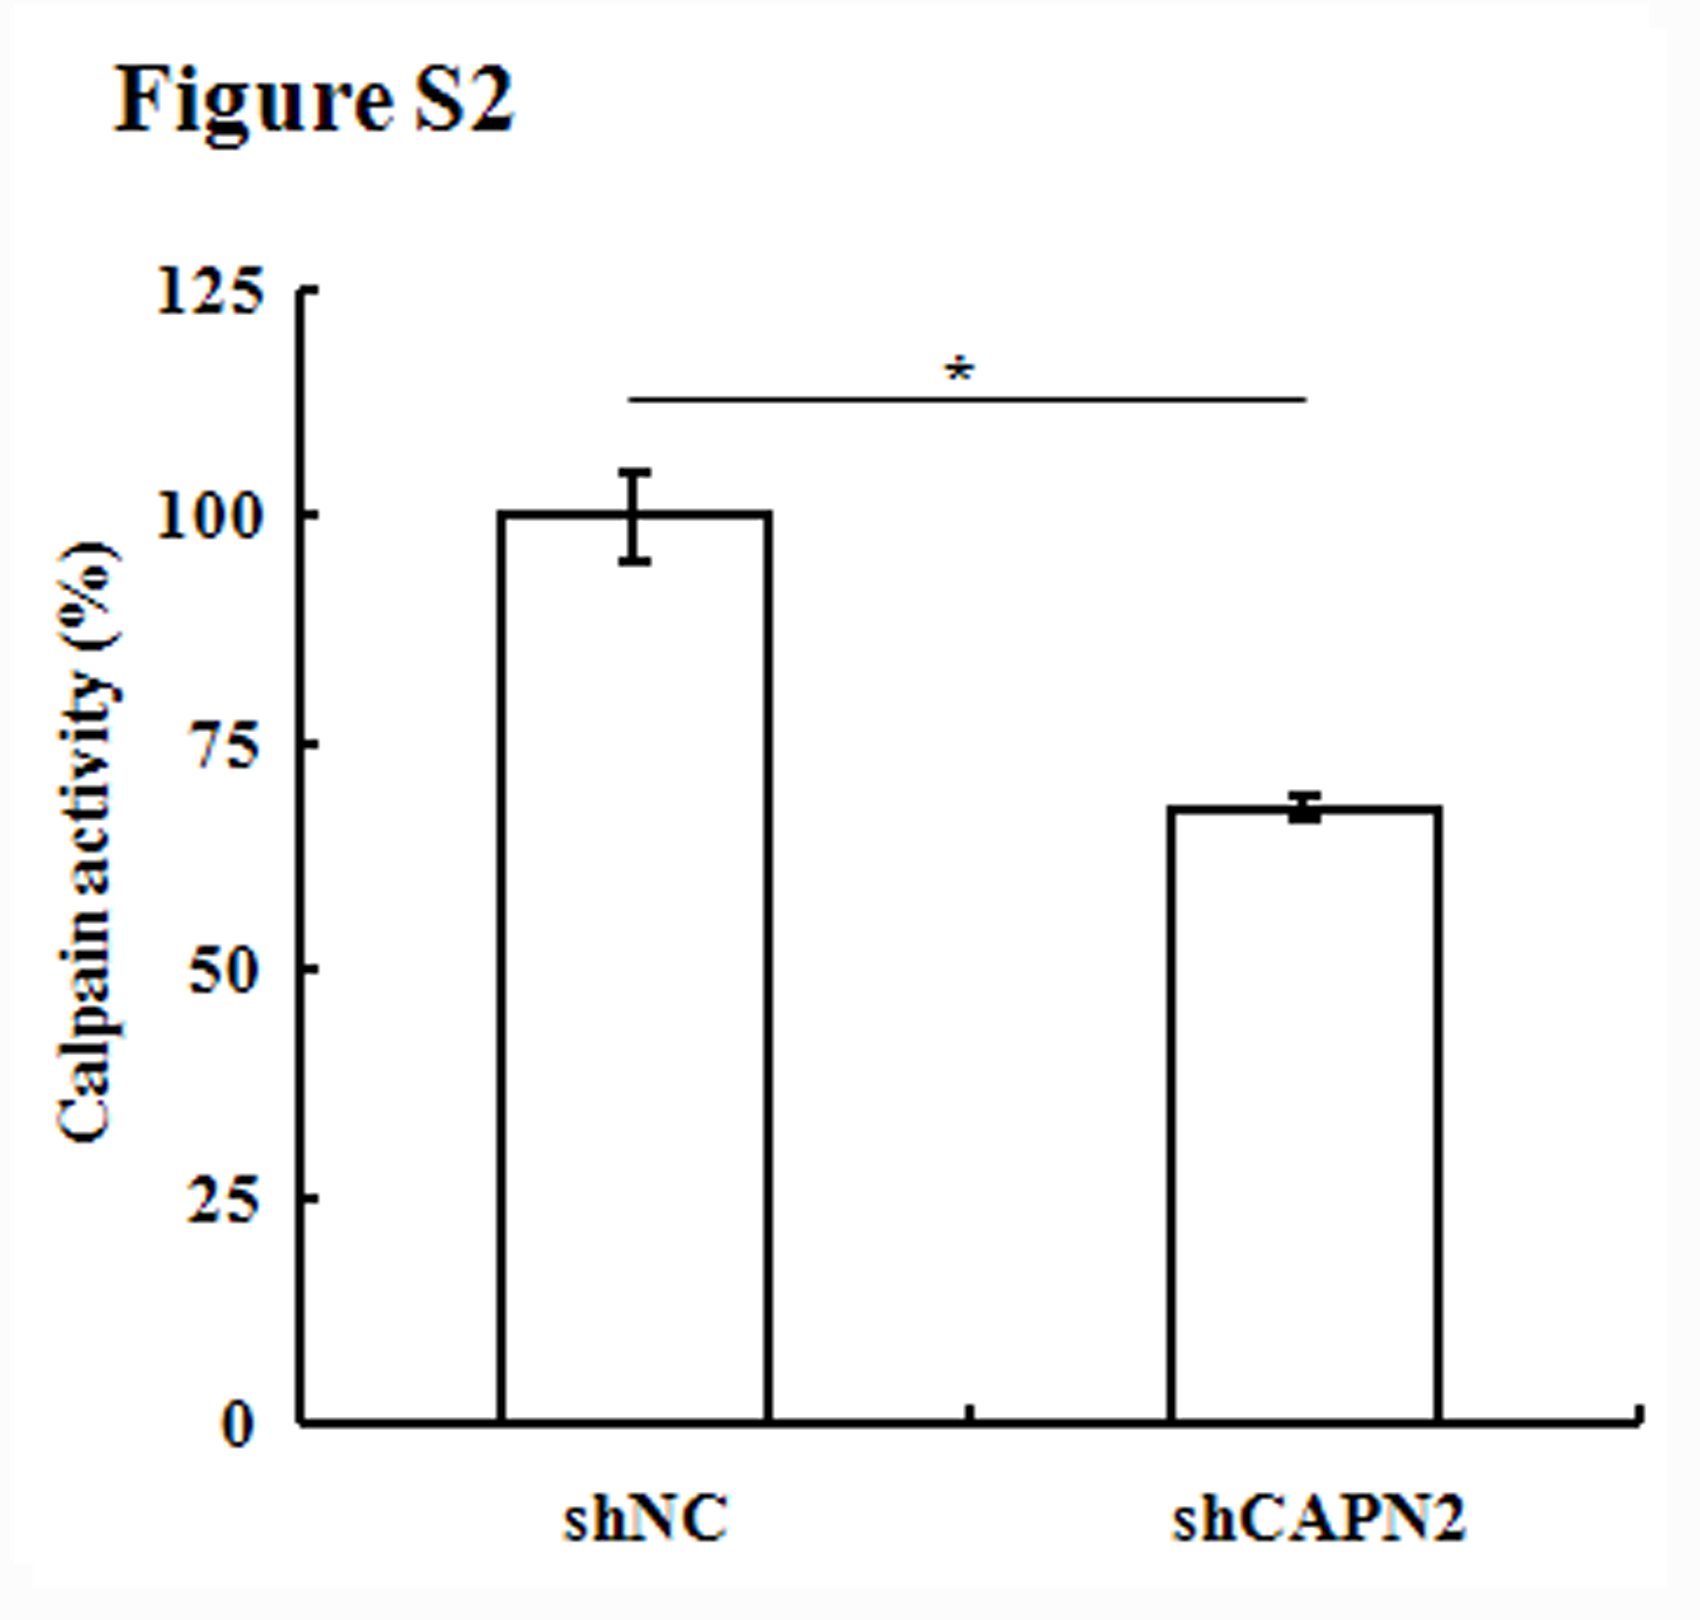
**

**Figure S2. The measurement of calpain activity upon CALPAIN2 silence in K562 cells.** The relative calpain activities of control and CALPAIN2 silenced cells were compared. The data was presented as mean ± SEM with 3 independent experiments. * mean *p* < 0.05, which was estimated with student *t*-test in a two-tailed fashion.

**
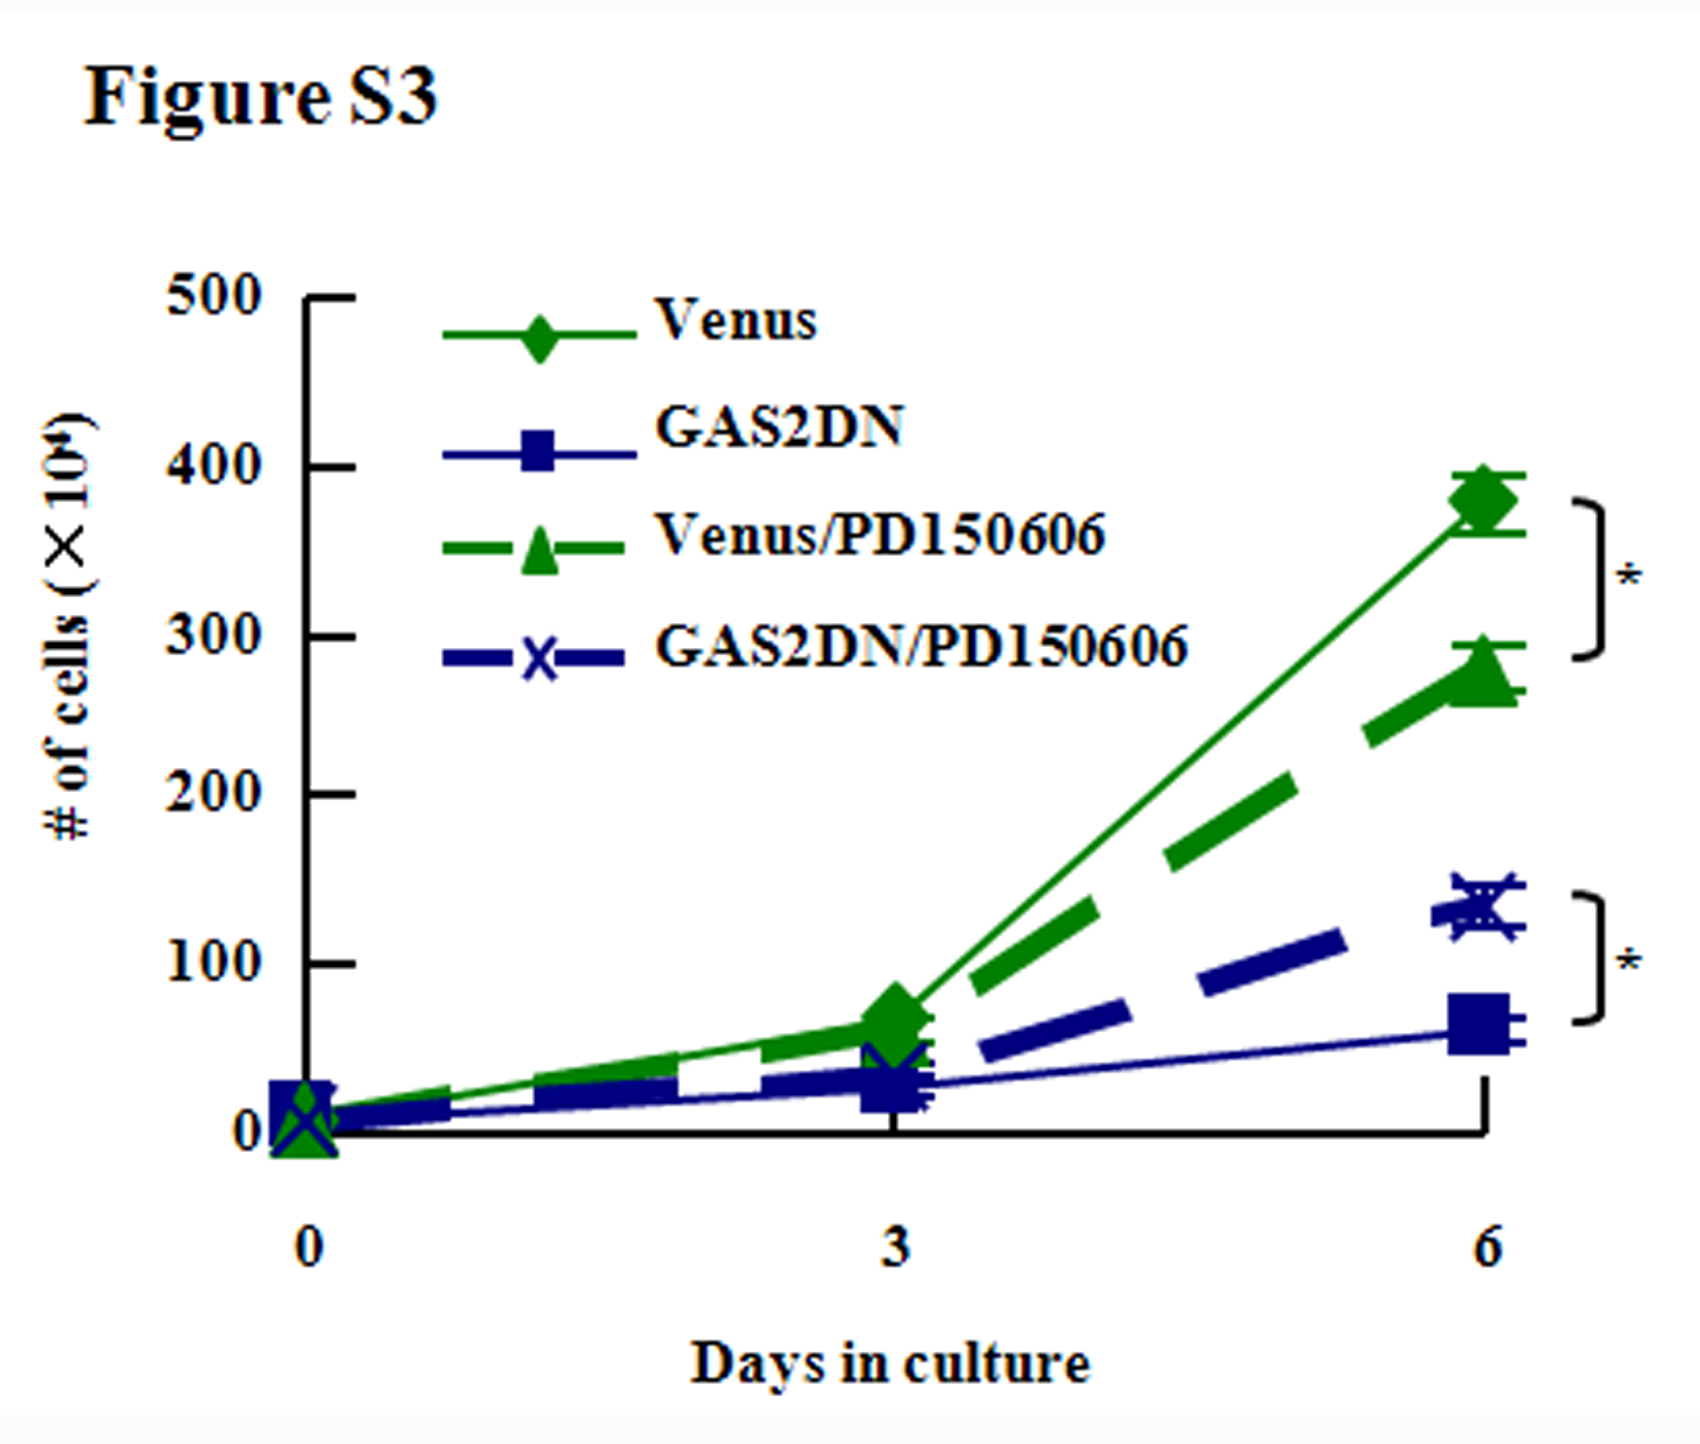
**

**Figure S3. The effect of calpain inhibitor on the proliferation of GAS2DN expressed K562 cells.** The proliferation of Venus and GAS2DN transduced cells with and without PD150606 (20 μM, the calpain inhibitor) was measured. The data was presented as mean ± SEM with 3 independent experiments. * mean *p* < 0.05, which was estimated with student *t*-test in a two-tailed fashion.

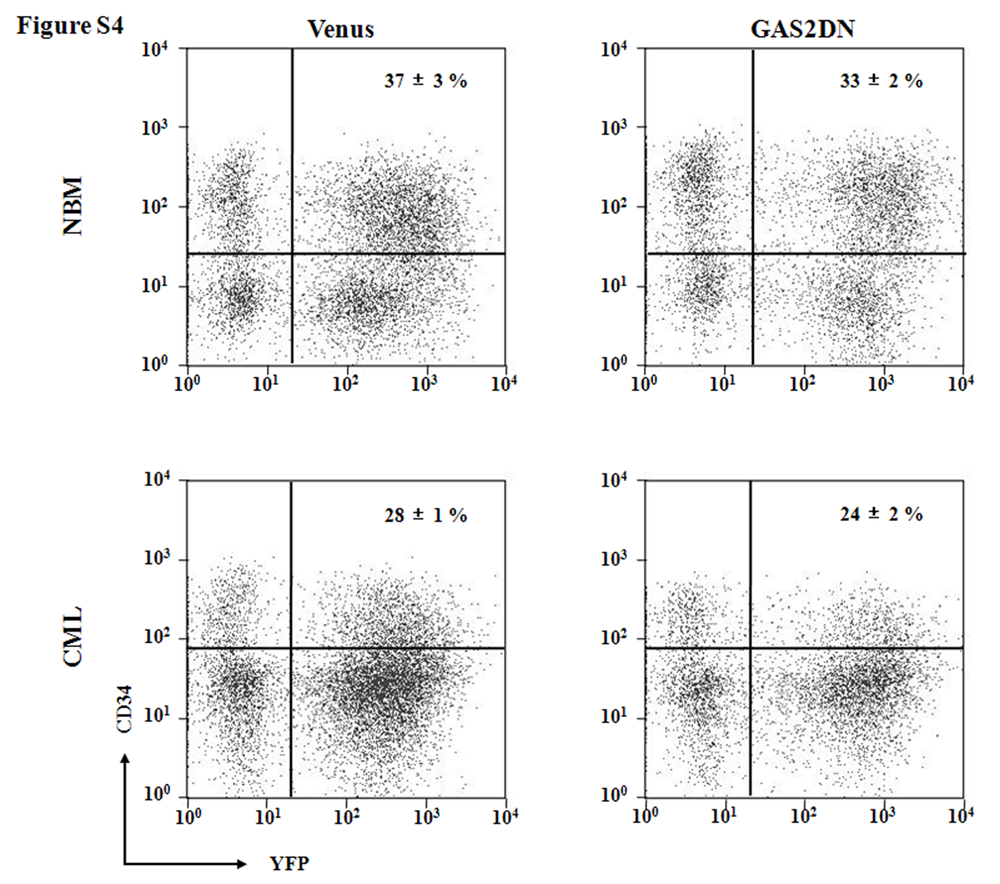

**Figure S4. CD34 expression of the transduced normal and leukemic cells.** The FACS profiles showed CD34 expression of various transduced normal bone marrow (NBM) and chronic myeloid leukemia (CML) cells. The number indicated the average percentage of CD34+YFP+ cells from 2 (normal cells) and 3 (leukemic cells) individual samples, respectively. These double positive cells were sorted for colony-forming cell (CFC) assay.

**Table S1. The clinical characteristics of chronic myeloid leukemia patients in this study.**

*a*, The median of each characteristic was presented and the number in bracket indicated the range of the data.

**Table S2. Primers used in this study.**

| **Gene symbol** | **Primers** | | **Amplicon**  **(bp)** |
| --- | --- | --- | --- |
| *ACTIN* | F | CACCATTGGCAATGAGCGGTTCC | 90 |
| R | GTAGTTTCGTGGATGCCACAGG |
| *GAS2* | F | GCAACCCAGAGAAGTGTGTCT | 74 |
| R | CAGGAGGCTCCACACCAT |
| *HNRPDL* | F | AGAATCAGCAGGATGACGGTA | 95 |
| R | ACTTCCCCAAATCGAGACAAGT |
| *PTK7* | F | GGTCTAGCCTGCAGCCCATC | 102 |
| R | TACCAGGGTCTCTGCCACTC |
| *UCHL5* | F | CAAGTGGCAGCCAGGAGAAGA | 114 |
| R | TCACTATGGCTTGAGTAGCACA |
| *CALPAIN2* | F | GCAGCCATTGCCTCCCTCAC | 131 |
| R | ACCTCCACCCACTCGCCGTA |

**Table S3. The overrepresented genes found in previously published data.**

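The fold change in Table S3 is the signal in GAS2DN cells divided by that in Venus cells. Of the 52 genes with a probe set of their own, 49 had a fold within 0.0002 of the ratio of 1 probe set, and PDE4DIP, CSH1 and ALPP had none so close. For CDC14B, a phosphatase of the cell cycle, the fold came from 234605_at, with signals of 2.03 and 97.46, while its main probe set had 704 and 747. For MTA3, a subunit of the NuRD complex, it came from 226852_at, with 129.8 and 5.12, while its main probe set had 255 and 307. For FDX1, the ferredoxin of steroid synthesis, it came from the bright 203646_at, with 3709 and 749, while its main probe set had 4454 and 4518. The probe set nearest to the fold was the main one in 12 genes, and its dimmer signal was below the median of its array in 41.
The 39 genes with other eligible probe sets had 96 of them, of which 69 had the direction of the table and 4, in TBCD, ALDH3B1, FADS3 and BCL2L1, were over 3-fold in it.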

*a,* “+” signified that the gene was overrepresented.

*b,* CD34+ cells from the Table S2 of Diaz-Blanco E *et al*. (Ref 17, GSE5550)

*c,* CD34+ cells from the Table S4 of Radich J *et al*. (Ref 16, GSE11889). BC, blast crisis; CP, chronic phase.

How the deposited data were processed for this re-analysis (not part of the article)

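RNA of MEG-01 cells transduced with Venus or with GAS2DN was pooled in equal amounts from 3 extracts per condition and hybridised to 1 Human Genome U133 Plus 2.0 array per condition. The values are those that the authors deposited, log2 of MAS5 signals, and the submitters' notes name MAS5 without a version. Converted to linear signals, both arrays had a 2% trimmed mean of 500.1, and the lowest log2 value was 0, a signal of 1, held by 358 probe sets on the Venus and 121 on the GAS2DN array. No detection calls are part of the values.

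Of 54675 probe sets 62 controls were used for quality control only. The platform's table assigned 41091 of the others to 1 gene, 1801 to several and 11721 to none, and only the first kind was used for genes. Symbols were brought up to date through the gene identifier for 41037 probe sets and kept as annotated for 54. The rules on eligible probe sets, main probe sets and measured genes are given with the experiment. A gene counted as higher or lower when at least 1 eligible probe set had a ratio over 3 or under its inverse and none was over 3-fold the other way. The paper's text states a 3-fold threshold and names no filter on signal.

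For each of 35 gene lists the median log2 ratio of the measured members was placed among 10000 random lists of as many genes from the same twentieths of mean log2 signal, and a list was said to stand apart in the top or the lowest 2.5%. The lists covered the calpain system and GAS2 family, beta-catenin pathway and targets, hnRNP family, SR proteins and splicing factors, proteasome, G1/S, G2/M, CDKs with CDK inhibitors, D cyclins and the RB family, p53 targets, BCL2 family and apoptosis, BCR-ABL and JAK-STAT signalling, megakaryocyte, erythroid, granulocyte and monocyte, lymphoid and stem cell genes, interferon-stimulated genes, NF-kB targets, unfolded protein response, NRF2 and glutathione, cholesterol synthesis, glycolysis, respiratory chain, ribosomal proteins, MYC targets of ribosome biogenesis, actin cytoskeleton, microtubules, integrins and adhesion, receptor tyrosine kinases, placental genes, HLA and antigen presentation, immediate early genes, histones, and markers of fibroblasts or HEK293T cells and of K562 cells.

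The genes named were, in each direction, the 10 with the largest log2 ratio among genes with at least 2 eligible probe sets over 3-fold that way, the genes that the paper names for these arrays including Table S3, whose values had been seen, the 2 highest and 2 lowest members of each list where over 2-fold, and the 5 genes with the largest ratio each way after raising signals below the array median to it. All these rankings used main probe sets. Other genes named as examples were chosen after their values were seen. Of the 55 genes of Table S3, 3 had no probe set assigned to them alone and are left out, as is 1 hnRNP of the paper's text.

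Alternatives changed the filter on dim probe sets (none, both signals at or above the median, brighter signal at or above percentile 75), the scaling (centring, loess with a span of 0.2 and 3 iterations, quantile normalization), the way from probe sets to genes (main probe set only, median over eligible probe sets, without probe sets ending in _s_at or _x_at, and for Table S3 the probe set nearest to the paper's fold) and the treatment of low signals (array median added, or low signals raised to it). Genes with 2 or more eligible probe sets were used to compare probe sets, with 100 shuffles of log2 ratios within twentieths of signal. Shares have exact 95% intervals, which treat probe sets, or gene lists where lists are counted, as independent. The lists come from the same 2 arrays, so their intervals are only a guide.

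The hybridisation controls had a median log2 ratio of 0.05 (SD 0.26, 18 probe sets) and the poly-A controls 0.19 (SD 0.29, 24 probe sets). With 1 array per condition no test between conditions could be made. The steps were tested on simulated data with 19775 genes, whose noise was set to the observed spread: of 50 bright genes raised or lowered 4-fold 98% were recovered, and of 50 dim ones 78%, while 1856 unchanged genes were also counted as over 3-fold. A simulated list of 20 genes shifted by 0.5 reached percentile 99.8, and in 20 simulations without change 2.5 of the 35 lists stood apart on average and 5 at most. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.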

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

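The test by loess was chosen only after the result was seen, and it was given the bounds of the test by a second probe set after other ways of dividing the lists had been tried.

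The paper does not discuss the genes named in this part. The median log2 ratio was 0.28 for megakaryocyte and platelet genes, 0.39 for cholesterol synthesis, 0.20 for glycolysis and 0.24 for the actin cytoskeleton, in each case in the top 2.5% of random lists as deposited and after centring, loess and quantile normalization. By the second-brightest probe set of each gene they lay at percentiles 65.99, 93.02, 64.1 and 98.89, so only the actin list stayed there, and without probe sets ending in _s_at or _x_at cholesterol synthesis lay at 94.9 and glycolysis at 84.7. Among probe sets with the brighter signal at or above percentile 75 of its array, 4 genes had 1 over 3-fold higher in GAS2DN cells, and 3 of them are outside Table S3. CXCL8 had a ratio of 8.19, with 2.78 in its second probe set. CMIP had 3.78, with 1.48 and 0.601 in its other probe sets. IRF5, an interferon regulatory factor, had 3.28, with 0.832 in its other eligible probe set.

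Of the 35 gene lists 12 stood apart, 9 of them above, where 1.75 would by chance if lists were independent and simulated unchanged arrays gave at most 5. Random lists do not keep together genes that shift jointly between 2 hybridisations or RNA pools. The simulated noise was set only to the observed spread. Whether 12 exceeds what such joint shifts give was therefore not tested. A scaling that depends on intensity stays open for the 9 lists together, because 44.4% of them (4 of 9, exact interval 13.7 to 78.8%) were still above after loess and the interval lies neither under 10% nor over 33%. These 4 were the lists of the paragraph above, the lowest at percentile 99.38, and megakaryocyte and platelet genes kept 90.8% of their median, cholesterol synthesis 91.8%, glycolysis 72.3% and actin 68.4%. For the others the medians and quartiles before and after loess were 0.32 (0.07 to 0.46) and 0.20 (0.07 to 0.46) for erythroid genes, 0.36 (0.13 to 1.35) and 0.25 (0.12 to 1.2) for NF-kB targets, 0.22 (-0.08 to 0.34) and 0.14 (-0.07 to 0.35) for HLA genes, 0.38 (-0.11 to 0.60) and 0.26 (-0.37 to 0.52) for histones, and 0.22 (0.15 to 0.29) and 0.06 (0.02 to 0.16) for ribosomal proteins, the only list to lose most of its median. The first 4 of these kept 62.1% to 69.7% of the median, about as much as actin, and their calls ended with the smaller median.

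Noise of single probe sets stays open for the 9 lists together, and the 3 that stood above by a second probe set were not tested on their own because that value picked them. By the second-brightest probe set actin genes had a median of 0.26 at percentile 98.89, ribosomal proteins 0.25 over 18 genes at 99.28 and NF-kB targets 0.92 over 6 at 98.95, and the other 6 lists lay outside the top 2.5%. Those that stood above were 33.3% (3 of 9, exact interval 7.49 to 70.1%), which met the bound of 33% set in advance, but the interval also holds the 10% set for such noise, and the demand that its lower end lie above 33% was added after the value was seen. The median by the second-brightest probe set was above 0 in 8 of the 9 lists. Outside the top 2.5%, erythroid genes had 0.20, HLA genes 0.22 and cholesterol synthesis 0.18, against random medians of -0.002, 0.04 and 0.01. Megakaryocyte and platelet genes and glycolysis had 0.06 each, against 0.02 and 0.03, and histones had -0.09 over 3 genes. A difference between GAS2DN and Venus cells cannot be told apart from one between 2 hybridisations or 2 RNA pools with 1 array per condition.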

How the results depend on the processing

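No setting tried here was chosen after the data were seen. No paired analysis was possible because each condition has 1 array. Signal over background limits most counts, since over-3-fold ratios are frequent among dim probe sets and rare among bright ones. The cause of each difference below was not tested unless it follows from the setting itself, such as fewer probe sets passing a filter.

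Without a filter on dim probe sets 3758 genes were higher and 2147 lower, with both signals at or above the median 31 and 60, with the brighter signal at or above percentile 75 4 and 46, with the array median added 72 and 32, and with low signals raised to the median 84 and 66. By the main probe set only the counts were 594 and 305, and by the median over probe sets the lower count was 381. Centring, loess, quantile normalization and leaving out probe sets ending in _s_at or _x_at kept both counts within 1.5 times of 1116 and 769, as did the median for the higher genes. The number of Table S3 genes over 3-fold in the paper's direction was 2 with the median added and 4 with low signals raised. It was 50 by the probe set nearest to the paper's fold. Under the 3 scalings, by the median over probe sets and without probe sets ending in _s_at or _x_at it was 9 to 16. The changed filters on dim probe sets were not applied to this number.

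Of 156 named genes all stayed within the spread between probe sets under the 3 scalings, though ABL1, CEACAM1, FDX1 and HNRNPK, none of them over 3-fold by the main probe set, changed sign under at least 1. The median log2 ratio, which such scalings shift, was 0.34 in the fifth bin of signal and 0.04 in the brightest. The spreads between probe sets there were 1.61 and 0.46, so staying within them says little about robustness. Opposite in sign to the main value were 17 genes without probe sets ending in _s_at or _x_at, 6 with low signals raised and 19 by the median over probe sets. Of those measured and over 3-fold by the main probe set, the first setting gave -1.92 for ABCB9, 3.27 for TF, -2.61 for CAPN10, -0.62 for S100A8 and -0.27 for IRF5, the second 0.080 for HBE1, 0.16 for BLK and 0.060 for AXL, and the third 2.45 for ALDH3B1. Others that turned by more than the spread between probe sets were OPRL1, NMT2, TAX1BP1, FDX1, FEZ2, MTA3, JAK2 and ITFG1 in the first, FGF14 in the second, and MYL12A, BCL2L1, TAX1BP1, MTA3, THBS1, E2F1, SRSF11, ITFG1 and ITM2B in the third. FGF14 and IGSF6, over 3-fold but not measured by the main probe set, both had 0.31 in the second. The 6 turns with low signals raised followed from the setting and say nothing about the genes. In each gene both signals were below the GAS2DN median of 69.1, and the Venus median is lower, 55.6. The raised ratio then lies above 1 whatever the signals. With the genes that turned, the value moved beyond that spread for 23 genes with the median added, 33 with low signals raised, 33 by the median and 25 without those probe sets.

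Percentiles of gene lists that entered or left the top or lowest 2.5% are given by setting. After loess, no longer standing apart were CDK and RB family list at 3.84, erythroid genes at 96.87, NF-kB targets at 95.53, ribosomal proteins at 84.1, HLA genes at 95.14 and histones at 96.00, newly apart were BCL2 family at 98.84, granulocyte genes at 98.14 and unfolded protein response at 97.95. After quantile normalization, no longer standing apart were hnRNP family at 3.60, CDK and RB family list at 4.285, erythroid genes at 95.91, NF-kB targets at 95.04, HLA genes at 97.20 and histones at 96.03, on the opposite side of the middle was ribosomal proteins at 7.27, newly apart were BCL2 family at 98.71, granulocyte genes at 98.36, unfolded protein response at 97.60 and respiratory chain at 97.93. By the median over probe sets, no longer standing apart were hnRNP family at 4.285, splicing factors at 9.02 and histones at 94.3, on the opposite side of the middle was CDK and RB family list at 94.4, newly apart were G1/S genes at 1.88, integrins at 99.58 and receptor tyrosine kinases at 97.63. Without probe sets ending in _s_at or _x_at, no longer standing apart were splicing factors at 23.9, NF-kB targets at 96.82, cholesterol synthesis at 94.9, glycolysis at 84.7, ribosomal proteins at 90.8 and histones at 95.62, on the opposite side of the middle was hnRNP family at 63.0. Without a filter, no longer standing apart were CDK and RB family list at 16.1, NF-kB targets at 96.37, HLA genes at the limit itself (98 when rounded to 2 digits) and histones at 97.27, newly apart were BCL2 family at 97.59, unfolded protein response at 98.04 and respiratory chain at 98.40. With both signals at or above the median, no longer standing apart were NF-kB targets at 79.7, newly apart were BCL2 family at 97.76, NRF2 genes at 2.14 and respiratory chain at 98.01. With the brighter signal at or above percentile 75, no longer standing apart were CDK and RB family list at 3.46 and NF-kB targets at 84.5, newly apart were BCL2 family at 98.97, unfolded protein response at 97.96, NRF2 genes at 1.76 and integrins at 99.86. With the array median added, newly apart were unfolded protein response at 98.49. With low signals raised, newly apart were granulocyte genes at 97.91 and NRF2 genes at 2.14.
Centring moved no list across these limits. Placental genes gave no percentile with both signals at or above the median or at percentile 75, and lymphoid genes none at percentile 75.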

Differences from the paper's values

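The paper counts 388 genes over 3-fold higher and 343 over 3-fold lower in GAS2DN cells, and 1116 and 769 were found here at the same fold, with a filter on signal of which the paper's text names none. Among the alternatives set before the data were examined, the lower count was within 1.5 times of the paper's by the main probe set only, with 305, and by the median over eligible probe sets, with 381. None of the alternatives brought the higher count within 1.5 times of 388, and the nearest was 594 by the main probe set only. The paper's Table S3 holds 55 genes over 3-fold, and by the main probe set 11 were over 3-fold in its direction. That count was 50 by the probe set nearest to the paper's fold, and 2 to 16 under the other alternatives applied to it. The changed filters on dim probe sets were not applied.

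For 40 of 52 genes the paper's fold and the ratio of the main probe set differed by over 1.5 times. For genes higher in the table the paper's fold and the ratio were 66.5 and 0.0769 for FGF14, 48.0 and 1.06 for CDC14B, 40.5 and 1.06 for TBCD, 31.0 and 0.191 for IGSF6, 29.4 and 1.48 for PDE4DIP, 24.2 and 1.27 for GSN, 16.3 and 1.23 for ARPC5, 11.0 and 1.07 for ITPK1, 7.77 and 1.18 for GM2A. They were 7.72 and 1.06 for ZNF398, 6.88 and 1.33 for MYL6, 6.55 and 0.767 for OPRL1, 5.45 and 0.206 for ALDH3B1, 5.19 and 0.886 for EEF1A1, 4.27 and 1.87 for CSH1, 4.77 and 0.547 for PSG6, 3.29 and 1.31 for PPAP2B, 3.17 and 1.24 for CEACAM1. For genes lower in the table they were 0.326 and 0.868 for NCBP1, 0.320 and 0.658 for PTPN13, 0.319 and 0.962 for PMS1, 0.315 and 0.830 for HNRPDL, 0.312 and 0.962 for PTK7, 0.296 and 0.818 for MRS2L, 0.275 and 0.972 for VAPA, 0.272 and 1.48 for SCARB1, 0.270 and 0.916 for HSPA9B, 0.259 and 0.834 for NMT2, 0.252 and 1.30 for BCL2L1. The remaining pairs were 0.251 and 0.889 for SFRS12, 0.226 and 1.14 for TAX1BP1, 0.202 and 1.01 for FDX1, 0.195 and 1.27 for SFRS2IP, 0.190 and 0.556 for GCLM, 0.166 and 0.987 for TMOD3, 0.164 and 0.888 for NNT, 0.142 and 1.08 for FEZ2, 0.124 and 0.934 for MTHFD1, 0.117 and 0.918 for UCHL5, 0.0395 and 1.21 for MTA3. By the probe set nearest to the paper's fold 38 of the 40 came within 1.5 times of it, and PDE4DIP and CSH1 did not. Without probe sets ending in _s_at or _x_at 9 did, which were ITPK1, MYL6, OPRL1, NCBP1, PTK7, TAX1BP1, FDX1, FEZ2 and MTA3, and by the median over eligible probe sets ALDH3B1 and CEACAM1 did. Under centring, loess, quantile normalization, the array median added and low signals raised none of the 40 did.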

Other observations

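The tests of explanations for dim and for bright probe sets over 3-fold were chosen only after the result was seen.

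Genes of cholesterol synthesis had a higher signal in GAS2DN cells in 15 of 17, at percentile 100, and 93.02 by the second-brightest probe set. DHCR7, the last reductase of the pathway, was at a log2 ratio of 1.05, though 0.03 in its other probe set. The regulator SREBF2 was at 0.76, with 0.07 and 1.02 in its other probe sets. LSS, the lanosterol synthase, was at 0.69, though -0.71 in a dim probe set, and HMGCS1 at 0.54. Glycolysis was higher in 19 of 20 at percentile 99.76, but in 7 of 12 by the second-brightest probe set, with a median of 0.06 at percentile 64.1, with ALDOC at 0.77, the glucose transporter SLC2A1 at 0.59 and GAPDH at 0.28. Respiratory chain genes had a median of 0.15 over 30 genes at percentile 97.49 and the unfolded protein response 0.16 over 22 at 97.46, both just outside the top 2.5%. Cytosolic ribosomal proteins had 0.22 over 30 genes at percentile 99.97, and 99.28 by the second-brightest probe set, but -0.04 after quantile normalization and 0.06 after loess, and MYC targets of ribosome biogenesis -0.02 over 18 at 14.1. NF-kB targets and inflammatory genes had 0.36 over 14 genes at percentile 98.4, and 98.95 by the second-brightest probe set, but a median of 0.16 with both signals at or above the array median, with CXCL8 at 3.03, PTGES at 2.44, NFKB2, a subunit of NF-kB, at 2.31 and ICAM1, an adhesion receptor, at 1.53. With low signals raised PTGES had 1.45 and NFKB2 1.16. The other, dim probe set of PTGES had -0.04, and the other probe sets of NFKB2 had 3.91 and -0.14. HLA and antigen presentation genes had 0.22 over 21 at percentile 98.6, and 95.38 by the second-brightest probe set. Interferon-stimulated genes had -0.04 over 27 at 15.4. Among them OAS2 was at 1.32, with -2.42 and 3.60 in its other, dim probe sets and 0.69 with low signals raised. Histone genes had 0.38 over 14 at 97.8 with H2AC6 at 1.35 and H1-3 at 1.00, but 29.9 for the 3 histones with a second probe set. NRF2 and glutathione genes had -0.09 over 18 at percentile 3.03, with the cystine transporter SLC7A11 at -0.77, though 0.32 in another probe set, and OSGIN1 at 2.41, which was 0.59 with low signals raised.

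CTNNB1, which encodes beta-catenin, was lower in all 3 probe sets, with ratios of 0.660, 0.734 and 0.511. These are RNA signals, while the paper measured beta-catenin protein and reporter activity and found neither changed by GAS2DN. How the RNA and the protein relate in these cells was not tested. The beta-catenin pathway and targets list had a median log2 ratio of -0.03 over 15 genes at percentile 22.1, with the Wnt inhibitor DKK1 at 1.34, which was 0.34 with low signals raised. Immediate early genes had 0.17 over 20 at percentile 90.0, with the AP-1 subunits FOSL1 and FOSB at 2.65 and 2.64, and 1.47 and 0.94 with low signals raised. Integrins and adhesion genes had 0.16 over 19 at 91.4, and receptor tyrosine kinases 0.07 over 24 at 41.3, with ERBB2 at 1.63 and ERBB4 at 1.26, though -2.09 and -1.98 in a dim probe set of each and 0.45 for ERBB4 with low signals raised, and AXL at -2.36, though 0.60 in its other, dim probe set and 0.060 with low signals raised. Placental genes had 1.59 over 6 genes at percentile 86.5, but 0.54 with low signals raised, 0.50 without a filter, at percentile 53.2, and 0.90 with the array median added, with LGALS13 at 5.57 from a Venus signal of 1.89 and GH1 at 3.69, which were 0.69 and 0.88 with low signals raised. Markers of other cells had 0.18 over 8 genes at percentile 83.4 for fibroblasts and HEK293T cells, with COL1A2 at 1.44, though 1.00 with low signals raised, and 0.01 over 7 genes at percentile 38.7 for K562 cells. The medians of the beta-catenin, interferon, NRF2, immediate early and K562 lists changed sign under at least 1 setting. The median log2 ratio by autosome ran from -0.01 on chromosome 18 to 0.11 on chromosome 21.

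If the paper's lists were drawn at random from 19775 genes, an assumption since the number of genes in the public datasets is not known, 28.7 of its 388 higher genes would be among the 1462 lower in blast crisis, where Table S3 has 26, and 2.33 among the 119 lower in CML, where it has 3. Of its 343 lower genes 28.7 would be among the 1653 higher in blast crisis, where the table has 12, and 24.3 among the 1402 higher in CML, where it has 18. No test was made.

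Most genes over 3-fold had dim signals. In 54.6% of 1147 probe sets over 3-fold (exact interval 51.6 to 57.5%) the median of the gene's other eligible probe sets had the same direction, against 51.3% after shuffling, which is in line with noise of dim signals in most of them. Another probe set over 3-fold in the same direction was found for 15.5% (13.5 to 17.7%), against 11.3% and at most 14.2% after shuffling, and in the opposite direction for 8.72%. The share in the same direction, although above every shuffle, argues against a change of the whole gene in most of them. Its excess leaves open a change of 1 transcript form, and a change of the whole gene in some. Which of the 54 higher and 21 lower genes with 2 or more probe sets over 3-fold these are cannot be told, because shuffling also gave such pairs. With both signals required at or above the median, 0 of 65 probe sets over 3-fold had another over 3-fold the same way. With the brighter signal at or above percentile 75 it was 0 of 37.

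Among 14324 bright probe sets 52 were over 3-fold, and 92.3% of them were lower in GAS2DN cells (48 of 52, exact interval 81.5 to 97.9%), which argues against symmetric noise. More degraded RNA in the GAS2DN pool is argued against by the ratio of the 3' to the 5' control, which on the GAS2DN array was 0.937 times that on the Venus array for ACTB and 1.01 times for GAPDH. Of the lower ones 37 had other eligible probe sets in the gene, with a median ratio of 1.00, so the values argue against a change of the whole gene for most of them, such as ITM2B with 0.243 in 1 probe set and 1.09 in the main one, or JAK2 with 0.309 in 1 and 1.06 and 1.13 in the others, examples chosen after their values were seen. TANK and BCL2L1 had another probe set over 3-fold lower. A change of 1 transcript form and a fault in part of 1 array stay open and were not tested.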
